# Single-cell transcriptomics of Pacific white shrimp (*Litopenaeus vannamei*) hepatopancreas reveal immune and metabolic responses to AHPND-causing *Vibrio parahaemolyticus*

**DOI:** 10.3389/fimmu.2026.1713369

**Published:** 2026-01-27

**Authors:** Johanna E. Aldersey, Jason W. Abernathy, Miles D. Lange, Julio C. García, Craig A. Shoemaker, Benjamin H. Beck

**Keywords:** acute hepatopancreatic necrosis disease, aquaculture, hepatopancreas, host-pathogen interaction, *Litopenaeus vannamei*, shrimp, single-cell transcriptomics, *Vibrio parahaemolyticus*

## Abstract

**Background:**

The shrimp aquaculture industry is severely impacted by acute hepatopancreatic necrosis disease (AHPND) caused by the bacterium *Vibrio parahaemolyticus*. The hepatopancreas is a multi-functional organ with roles in digestion, immunity, molting and reproduction. The mechanism by which the pathogen causes disease, and the host immune response is not completely understood. Therefore, we set out to characterize the cells of the hepatopancreas and host response to bacterial infection at single-cell resolution.

**Methods:**

First, hepatopancreas from three healthy Pacific white shrimp (*Litopenaeus vannamei*) were sampled to produce a single-cell transcriptomic atlas. Then, the hepatopancreas from three *V. parahaemolyticus* infected and two mocked treated shrimp were sampled for an infection study. Primary cell suspensions were produced, and single-cell libraries were generated using the 10x Genomics Chromium X controller with GEM-X 3’ gene expression reagents. Libraries were sequenced and data aligned to the shrimp reference genome using Cell Ranger. Seurat and clusterProfiler were used for downstream analyses.

**Results:**

The atlas consists of 11,006 quality cells that were grouped into nine clusters, and represent the hepatopancreas epithelial cells, myocytes and hemocytes. The infection study generated 16,368 quality cells and was integrated with the atlas for 27,374 cells grouped into nine clusters. Cells from the infected shrimp exhibited expression of immune related genes including diverse pathogen recognition receptors and humoral proteins, including hemocyanin, proteases and C-type lectins. We also found that cells expressed factors that the PirA/B toxins present in the infective *V. parahaemolyticus* may bind to, such as fatty acid binding protein (*Fabp*). In response to infection, energy metabolism (oxidative phosphorylation) was altered in a cluster-dependent manner which may reflect immune or pathogenic processes.

**Conclusions:**

We characterized the cells types of the hepatopancreas and examined the transcriptomic response to a virulent isolate of *V. parahaemolyticus*, the causative agent of AHPND. Cells exhibited significant humoral immune responses suggesting the role of these genes in immune responsiveness to the pathogen. The outcomes will inform future functional studies and provide insights toward novel preventative measures or treatments.

## 1 Introduction

Pacific white shrimp (*Litopenaeus vannamei*) topped the charts as the most produced aquaculture species worldwide in 2022 at 6.8 million tons (1). Despite the industry’s success, it is significantly challenged by infectious diseases such as acute hepatopancreatic necrosis disease (AHPND). The disease first appeared in China in 2009 (2). In the United States, AHPND was first reported on Texan *L. vannamei* farms after mass mortalities (3). The occurrence of the disease in Texas caused ~40% decrease in production from 296 tons in 2016 to 114 tons the following year (3). Mortalities caused by AHPND typically occur within five weeks of stocking a pond with post-larvae, and clinical signs include lethargy, soft shells, sinking to the bottom of the culture system, slow growth, pale hepatopancreas, and death. The hepatopancreas is the most impacted organ and, at a histological level, sloughing of the epithelial cells is observed. *Vibrio parahaemolyticus* harboring the pVA1 plasmid (VP_AHPND_) is the main causative agent of hepatopancreatic necrosis disease in shrimp (4).

The hepatopancreas is the major metabolic organ located in the cephalothorax of decapoda (5). The organ consists of two bilaterally symmetric tubular systems consisting of hundreds of blindly ending tubules. The hepatopancreas functions to digest food, absorb nutrients, and produce and store energy. The organ also expresses hemolymph proteins and aids vitellogenesis for ovary maturation and immunity (5). The epithelial cells of the tubules consist of E-cells (embryonic cells), R-cells (resorptive cells), F-cells (fibrillar cells), B-cells (blister-like cells) and M-cells (midget cells). Vogt (5) summarized the known function of these cells across decapod crustaceans though some are less characterized. E-cells are the progenitor cells that differentiate to R-, F- and B- cells. R-cells are the most abundant cell-type in the hepatopancreas and they absorb and metabolize nutrients, store energy and minerals, and synthesize lipoproteins and vitellogenin (6). F-cells synthesize common digestive enzymes, hemocyanin and immune defense molecules (7). The mature B-cell features a large central vacuole, which suggests that B-cells absorb material from the lumen (5). M-cells are thought to have an endocrine function that regulates the activity of hepatopancreatic cells or the muscular net encasing the organ to fill and empty the tubules (5). The interstitium between the tubules, called the hemolymph sinus, is filled with hemolymph supplied by the paired hepatopancreatic arteries (5).

VP_AHPND_ is associated with two major virulence factors, *Photorhabdus* insect-related toxins A (PirA) and B (PirB), which are transcribed from the pVA1 plasmid (8). The PirA/B toxins are structurally similar to insect-related binary toxins *Bacillus thuringiensis* Cry pore-forming toxin suggesting functional similarity (9). Three functional domains are responsible for the cytotoxic mechanism of the Cry toxins, and these structural features are represented in PirA/B. Cry domain I has pore-forming activity, domain II binds to receptors and domain III recognizes sugar. PirA has structural features comparative to Cry domain III, while PirB has features comparative to Cry domains I and II. Based on the similarities of PirA/B with Cry toxins, it has been suggested that the likely mechanism of pore formation caused by PirA and PirB may occur in the following sequence: 1) PirA and PirB form a complex, 2) the complex binds to sugar/receptor on a cell surface and 3) the PirA/B complex undergoes a conformational change enabling pore formation (9).

Several receptors have been identified as targets for PirA/B. In the *L. vannamei* hepatopancreatic epithelial cells, PirB has been shown to interact with glycoproteins beta-hexosaminidases subunit beta and mucin-like 5AC (10). In hemocytes of *L. vannamei*, the PirA/B toxin was able to bind to amino-peptidase N (APN) proteins. Alpha amylase-like protein may also be a PirB receptor (11). PirB also interacts with a fatty acid binding protein (Fabp), and knockdown of this gene reduced *L. vannamei* mortality, histopathological signs of AHPND, and number of VP_AHPND_ (12). However, these interactions need to be investigated further.

Research investigating the pathogenicity of VP_AHPND_ study both the host response to the bacteria and to the recombinant toxins, either individually or together. Transcriptomic studies have identified that both immune-related genes, such as pattern recognition receptor (PRRs) and hemocyanin, and a broad range of metabolic pathways, including carbohydrate metabolism, lipid metabolism and glucose metabolism, are altered in the hepatopancreas (13–17). Interestingly, there is some disagreement in the direction of expression change for some genes, such as the PRR beta-1,3-glucan-binding protein (*Bgbp*) (15, 17). Studies comparing resistant and susceptible *L. vannamei* families found that resistant shrimp typically express immune-related genes, while susceptible shrimp express genes enriched in metabolic pathways (15, 18). Therefore, changes in metabolism of the hosts cell may represent a pathogenic mechanism of the bacteria.

Omics analyses of heterogenous tissues provide an overview of expression of a tissue whereas single-cell technology allows researchers to examine the transcriptomes of individual cells. Accordingly, we set out to generate a single-cell atlas for the *L. vannamei* hepatopancreas and investigate the effects of VP_AHPND_ on the hepatopancreas at the individual cell level.

## 2 Materials and methods

### 2.1 Experimental design

To produce the hepatopancreatic cell atlas, shrimp (average weight = 13 g) were housed in 50 L tanks (23°C, 16.5 ppt salinity). Prior to sampling, the shrimp were not fed for 18 h.

For the infection response study, 70 shrimp (average weight = 19 g) were dispersed evenly between seven 50 L tanks (28°C, 4 ppt salinity). The shrimp were not fed for 24 h prior to the infection. Mock (n = 30) and infected (n = 40) treatments were randomly assigned. The mock infection shrimp were sham inoculated via reverse gavage with 100 μL tryptic soy broth containing 2% sodium chloride (TSBS), while the shrimp in the treatment group were infected with 100 μL of *V. parahaemolyticus* in TSBS. Hepatopancreatic samples were collected one hour post infection (hpi).

### 2.2 *V. parahaemolyticus* origin and culture

The D4 VP_AHPND_ strain, originating from Mexico, was used for the infection protocol (19). Briefly, the isolate was resuscitated from -80°C glycerol stock and grown for 24 h at 30°C while shaking at 175 rpm in TSBS. The 24 hr bacterial culture was then used to inoculate fresh TSBS and incubated for 6 h at 30°C with shaking at 175 rpm. The optical density (OD) at 600nm of the culture was measured, and plate counts were prepared on CHROMagar™ *Vibrio* media (CHROMagar, La Plaine Sint-Denis, France). Plate counts yielded 6.90 x 10^8^ CFU/mL.

A pilot study was conducted to select a suitable bacteria concentration for single-cell analysis based upon survival data (**Supplementary Figure 1**). Based on this pilot study, 6.90 x 10^5^ CFU/shrimp was chosen for subsequent challenge. Daily, 20% of the deceased shrimp hepatopancreas were sampled on the CHROMagar™ Vibrio plates to determine presence or absence of *V. parahaemolyticus* infection.

### 2.3 Sample preparation

The hepatopancreas was extracted from the shrimp using sterile dissecting instruments, the adventitia removed, and then gently chopped into pieces and placed into 2 mL of PluriSTEM Dispase-II solution (MilliporeSigma, St. Louis, MO) for 15 min at 37 °C. After treatment, 10 mL of phosphate buffered saline (PBS) was added, and the tissue was gently passed first through a 70 μM and then 40 μM cell sieve. The cells were centrifuged at 400 x g for 4 min at room temperature, the supernatant removed, and resuspended in 10 mL of PBS. The cells were washed two more times and counted with a TC20 automated cell counter (BioRad, Hercules, CA). Viability was assessed using an Accuri C6 Plus flow cytometer (Becton Dickinson, Franklin Lakes, NJ) with propidium iodide (PI) to ensure there was sufficient concentration and viability for library construction. The samples were diluted to the target concentration for library preparation in accordance with the 10x Genomics GEM-X Single Cell 3’ (v4) protocol (10x Genomics, Pleasanton, CA).

### 2.4 Single-cell library construction

The single-cell RNA-seq libraries were prepared using the Chromium X Instrument (10x Genomics) and the GEM-X Single Cell 3’ GEM Kit v4 (10x Genomics) following the manufacturer’s protocol. Briefly, the cells were added to the master mix and loaded into the GEM-X microfluidics chip, along with the barcoded gel beads and partitioning oil. The chip was placed into the Chromium X Instrument to generate gel beads-in-emulsion (GEMs) and immediately incubated to produce barcoded full-length cDNA. The left-over reagents were removed from the cDNA using Dynabeads MyOne SILANE (ThermoFisher Scientific, Waltham, MA) and then the cDNA was amplified via PCR. cDNA was fragmented and Illumina indexes and adapters were added via end repair, A-tailing, adaptor ligation, and then amplified via PCR. Sample cleanup and size selection of cDNA amplicons were carried out with SPRIselect (Beckman Coulter, Brea, CA). The sample quality and quantity were assessed using an Agilent TapeStation (Santa Clara, CA) with the High Sensitivity D5000 ScreenTape, and Qubit 4 Fluorometer (ThermoFisher Scientific) with the Qubit 1X dsDNA HS Assay Kit. cDNA samples were multiplexed and sequenced using the Illumina NovaSeq X+ sequencer (San Diego, CA) via a service provider (GENEWIZ/Azenta Life Sciences, South Plainfield, NJ).

### 2.5 Alignment and processing

The *L. vannamei* genome was downloaded from the NCBI (Accession #ASM4276789v1). The genome was converted to a Cell Ranger compatible format using ‘cellranger mkref’ (Cell Ranger v8.0.1). Then, scRNAseq reads were trimmed, aligned to the reference assembly, filtered, and counted to generate feature-barcode matrices using ‘cellranger count’ with intronic counts included and ‘force-cells’ set to 10,000.

Further filtering was conducted using Seurat (v5.3.0) in R (v4.5.0). First, the barcodes predicted to be duplets and multiplets using the ‘scDblFinder’ function from the scDblFinder package (v1.22.0) were removed. Then, barcodes with < 4,000 features, > 500 UMI and < 45% mitochondrial gene expression were removed. The data were normalized and regularized using the ‘SCTransform’ function (sctransform, v0.4.2) and the ‘vars.to.regress’ argument was used to reduce the contribution of the percentage of mitochondrial DNA in the principal component analysis (PCA). PCA was conducted using ‘RunPCA’.

### 2.6 Cluster analysis, cell annotation and differential gene expression analysis

The atlas samples were integrated using Seurat. First, the most variable features were identified using ‘SelectIntegrationFeatures’ then the data were prepared for integration with ‘PrepSCTIntegration’. Anchors, which are paired cells present in each dataset, were identified using ‘FindIntegrationAnchors’ and the anchors were used to perform integration with ‘IntegrateData’. The cluster analysis used dimensions 1:30 and the resolution set to 0.2. Integration for the infection study were integrated using harmony (v1.2.3) to account for batch effects, where atlas samples were in batch 1 and mock/infection samples were in batch 2. After integration, cluster analysis was carried out using 1:20 dimensions and resolution set to 0.1.

The differentially expressed (DE) genes for each cluster against all other cells in the analysis were found using the ‘FindAllMarkers’ function and Wilcoxon Rank Sum test. The P-value was adjusted for false-discovery rate (FDR), and the list was filtered for genes with an adjusted P-value < 0.05 and a log2 fold-change (log2FC) > 0.25. The list was further filtered to identify genes that were expressed in at least 50% of the cells in each cluster.

### 2.7 Pathway analysis

Over-representation analysis (ORA) was conducted using clusterProfiler (version 4.16.0) for Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) (23). ORA analysis that uses the hypergeometric test was carried out with the `compareCluster` function, using cluster as the group.

### 2.8 Treatment comparison

The cells were labeled by cluster and treatment group, then the cells in the same cluster were compared using the ‘FindMarkers’ function and Wilcoxon Rank Sum test. The resulting genes lists were filtered for genes with an adjusted P-value < 0.05 and average log2FC > 0.5, and expression in at least 25% of cells. The genes were used for pathway analyses, and the intersecting genes and pathways were visualized using UpSetR v1.4.0 (20).

## 3 Results

### 3.1 Hepatopancreas atlas

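The atlas was built from the hepatopancreas of 3 healthy Pacific white shrimp, with one droplet-based single-cell RNA library per shrimp. The shrimp had an average weight of 13 g and had fasted for 18 h, and they were held at 23 °C in water of 16.5 ppt. The authors aligned the reads to the ASM4276789v1 genome with Cell Ranger 8.0.1, counted intronic reads and forced 10000 barcodes per library. Each library is therefore a matrix of raw counts of unique molecular identifiers (UMIs) for 10000 barcodes, and all gene identifiers matched a gene table of the same genome build, from which every position is taken. The libraries hold 32443631 UMIs (shrimp 1), 7225680 UMIs (shrimp 2) and 31438720 UMIs (shrimp 3). Since the number of barcodes was forced, the 2000 barcodes with the fewest UMIs in each library served as background barcodes, and the level of a gene in them was used as a measure of RNA free in the suspension. Their median was 376, 448 and 561 UMIs in shrimp 1, 2 and 3.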

The hepatopancreas from three healthy shrimp were collected to produce a single-cell transcriptomic atlas (**Figure 1A**). The libraries were sequenced to a depth of ~ 41,961 reads/cell (**Supplementary Table 1**). 

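Barcodes with fewer than 4000 detected genes, more than 500 UMIs and less than 45% mitochondrial UMIs were kept as cells, after removal of 57, 128 and 172 likely doublets by Scrublet (0.4% per 1000 barcodes). This gave 3725 cells from shrimp 1, 5528 from shrimp 2 and 6376 from shrimp 3, with medians of 883, 648 and 1049 UMIs per cell and of 4.16%, 21.4% and 14.2% mitochondrial UMIs. The counts of each shrimp were normalized with SCTransform, integrated with Seurat's anchors over 3000 genes and 30 dimensions and clustered at the resolution of 0.2. No cell annotation was in the files, so each of the 10 clusters was named after the paper's cluster whose 10 leading markers in Supplementary Table 2 it shared (at least 3, or 2 of the 3 of Hep2), such as Hep1-like. Hep1-like, Hep2-like (2 clusters, joined) and Hep4-like to Hep8-like cells were found, clusters 4 and 9 took no name, and a Hep3-like cluster appeared at the resolution of 0.4 or without doublet removal. A level is the sum of a gene's UMIs over the cells of one cluster and one shrimp, in relation to all UMIs of those cells (CPM), given as the mean ± SD over shrimp, and a fold is taken over all other cells of the same shrimp. Cluster genes are described without a test, because the clusters were formed and named on these same genes.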

The libraries generated transcriptomes for 11,006 quality cells and the cluster analysis was carried out with 30 principal component dimensions and resolution of 0.2. The cluster analysis grouped the cells into nine clusters (**Figure 2A**; Hep1-9); **Supplementary Figures 2**, **3**). For each cluster, differentially expressed genes (**Supplementary Table 2**), and significant GO and KEGG pathways (**Supplementary Tables 3**, **4**) were identified.

**Figure 1:**
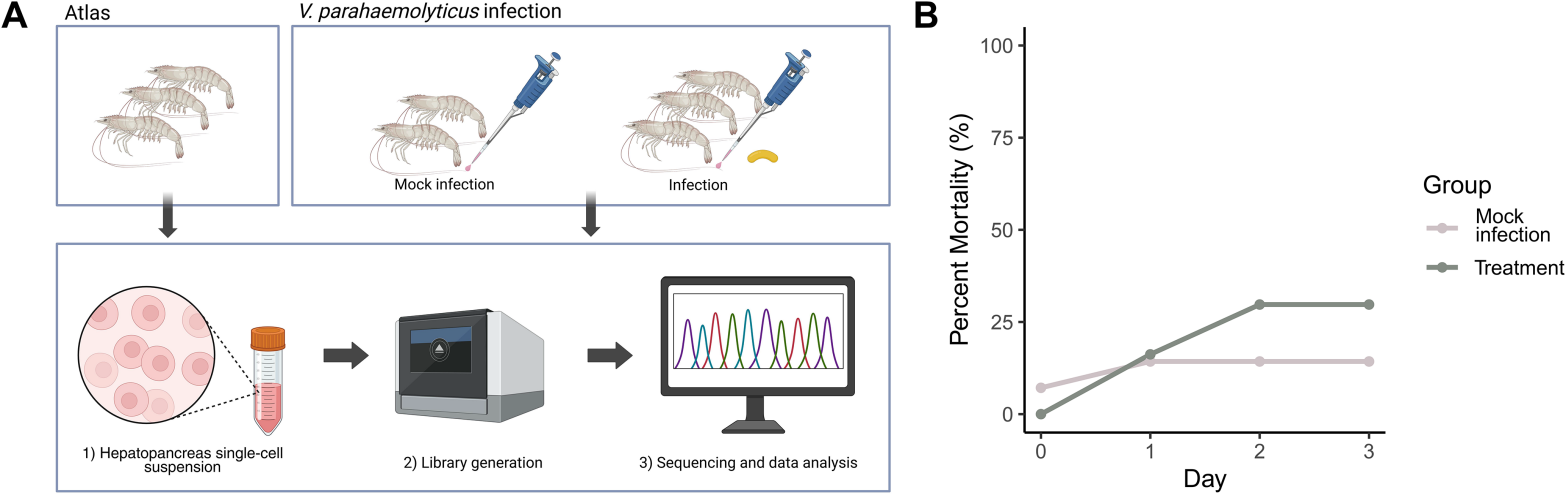
Methods used to generate the hepatopancreas single-cell transcriptomic atlas and to investigate the effects of AHPND-causing *V. parahaemolyticus*. The atlas was generated from the hepatopancreas from three shrimp, whereas for the infection study, the hepatopancreas was collected from three infected shrimp and two mock treated shrimp **(A)**. The total mortality for the infected group was 30.0% compared to 14.3% in the mock treated group **(B)**. Panel **(A)** was created in BioRender. Aldersey, J. (2026) https://BioRender.com/1zuz0tl.

**Figure 2:**
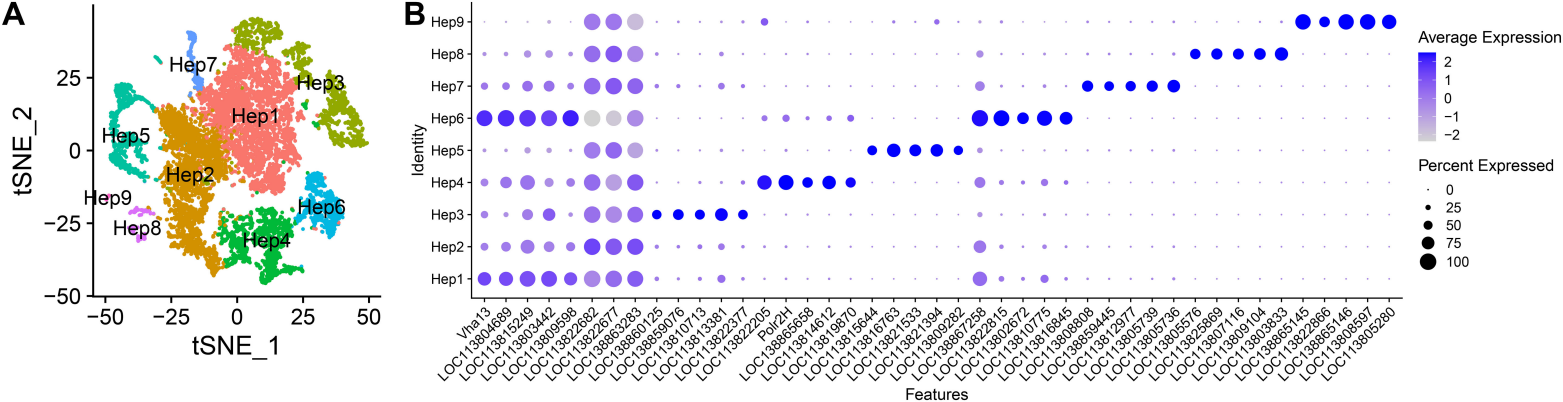
Single-cell atlas of *L. vannamei* hepatopancreatic cells (n = 3). **(A)** The nine clusters are presented with a tSNE plot. **(B)** Dot plot of the top five differentially expressed (DE) genes (top three DE genes for Hep2) for each cluster. The color represents the average expression, while dot size represents the percentage of cells expressing a gene.

Hep1 and Hep2 express the hemolymph proteins hemocyanin subunit (*LOC113830073*) and hemocyanin subunit-like (*LOC113823617*) (**Figure 2A**, **Supplementary Table 2**). 

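Both hemocyanins, the copper proteins that transport oxygen in the hemolymph, had their highest mean in Hep1-like cells at the resolution of 0.2, where no Hep3-like cluster formed. Hemocyanin subunit (LOC113830073, chromosome 24, 11555542 to 11558242) reached 35988 ± 28258 CPM (SD, n = 3 shrimp) in these cells against 4387 ± 2113 CPM in all other cells, which is 8.20-fold, and was highest here in 2 of 3 shrimp. Hemocyanin subunit-like (LOC113823617, chromosome 24, 11825063 to 11859834) was at 10316 ± 6864 CPM against 1499 ± 553 CPM, 6.88-fold, and was higher than in every other cluster in 3 of 3 shrimp. The background barcodes held 8985 ± 8102 CPM of LOC113830073 and 3264 ± 2543 CPM of LOC113823617. In single shrimp LOC113830073 was at 59556 CPM (shrimp 1), 4662 CPM (shrimp 2) and 43745 CPM (shrimp 3).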

The DE genes enriched the GO pathways glutathione transferase activity (GO:0004364), proton transmembrane transporter activity (GO:0015078), and translation (GO:0006412) (**Supplementary Table 3**). This suggests the cells are involved in detoxification of organic xenobiotics, nutrient absorption, and actively generating protein. Further, the KEGG pathway oxidative phosphorylation (pvm00190) is enriched, suggesting that the cells are involved in energy production. 

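The 24 nuclear genes of oxidative phosphorylation, which encode subunits of the respiratory chain and ATP synthase, made up 1.94 ± 0.276% of the UMIs of Hep1-like cells (SD, n = 3 shrimp) and 1.23 ± 0.185% of the UMIs of all cells. For 68 cytosolic ribosomal proteins the shares were 16.1 ± 4.39% and 10.1 ± 3.10%. A group of 14 detoxification genes, among them glutathione S-transferases and cytochromes P450, took 1.64 ± 0.844% in Hep1-like cells and 1.27 ± 0.381% in all cells. The 10 genes of the V-type proton ATPase, the pump that acidifies vesicles, took 0.634 ± 0.382% and 0.600 ± 0.114%. The difference exceeded the larger of the 2 SDs for oxidative phosphorylation and for the ribosomal proteins, and lay within it for detoxification and the proton pump. Members were found through the descriptions in the paper's own tables for these samples, so the groups are not independent of its cluster genes.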

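Genes of ribosomal RNA took a larger part of the UMIs in Hep2-like cells than in other cells. LOC113822682 reached 268100 ± 75925 CPM (SD, n = 3 shrimp) against 96853 ± 21899.9 CPM in the other cells, and LOC113822677 reached 127723 ± 83077 CPM against 40586 ± 8999.5 CPM, 2.77- and 3.15-fold. Together these 2 rRNA genes made up 39.6 ± 11.2% of all UMIs of Hep2-like cells, 12.9 ± 0.946% of Hep1-like cells and 26.5% of background barcodes. LOC138863283, a gene annotated as a chain of the mitochondrial complex I, was at 70458 ± 9001 CPM against 32123 ± 16668 CPM, 2.19-fold, and was highest in this cluster in 3 of 3 shrimp.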

Hep2, despite being a distinct cluster, only has three significant DE genes which encode two ribosomal subunits (*LOC113822682*, *LOC113822677*), and NADH-ubiquinone oxidoreductase chain 1-like (*LOC138863283*) (**Figure 2A**, **Supplementary Table 2**). 

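In Hep2-like cells LOC113830073 was at 4647 ± 3221 CPM and LOC113823617 at 1789 ± 964 CPM (SD, n = 3 shrimp), against 8613 ± 5057 CPM and 2719 ± 1162 CPM in the remaining cells of the same shrimp. Detoxification genes took 0.740 ± 0.505% of their UMIs. Neither hemocyanin exceeded the mean of the background barcodes in this cluster, so the cells' own expression could not be told from free RNA at this depth.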

The cells express hemocyanin (*LOC113830073*, *LOC113823617*) and the detoxification related genes, albeit at lesser levels than Hep1.

Hep3 cells have the highest expression of heme-binding protein 1-like (*LOC138860125*), two *Bgbp* (*LOC113810713*, *LOC113813381*), hemocyanin (*LOC113830073*, *LOC113823617*) and some cells express esterase E4 (*LOC113814399*) (**Figure 2A**, **Supplementary Table 2**). 

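At the resolution of 0.4, heme-binding protein 1-like (LOC138860125, chromosome 39, 668341 to 673361) was at 3275 ± 2222 CPM (SD, n = 3 shrimp) in Hep3-like cells and at 227 ± 109.7 CPM in the rest, 14.4-fold, with Hep3-like the highest cluster in 3 of 3 shrimp. Of the 2 Bgbp genes, which encode proteins that bind β-glucan of fungal walls, LOC113813381 was at 3236 ± 1676 CPM against 616 ± 96.5 CPM, and LOC113810713 was at 1131 ± 1067 CPM against 354 ± 248 CPM. The mean of LOC113810713 was larger in cluster 4 (1635 ± 860.4 CPM). Both hemocyanins had their highest level among the clusters here in 3 of 3 shrimp, with 27606 ± 17711 CPM of LOC113830073 and 8307 ± 3961 CPM of LOC113823617. Esterase E4 (LOC113814399) reached 199 ± 178 CPM in these cells, 60.3 ± 50.4 CPM in the rest and 283 ± 227 CPM in cluster 4. At the resolution of 0.2 these cells formed a cluster of their own only where doublets were not removed.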

Enriched pathways for Hep3 include ribonucleoprotein complex (GO:1990904), oxidative phosphorylation (GO:0006119) and lipid storage and transport (GO:0010876, GO:0006869) (**Supplementary Table 3**).

Hep4 cells expressed genes involved in cell cycle. 

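Among Hep4-like cells, headcase (heca, chromosome 16, 19433315 to 19553476), a regulator of growth and of entry into mitosis, was at 11102 ± 5944 CPM (SD, n = 3 shrimp) and in other cells at 1799.6 ± 626 CPM, 6.17-fold. Hep8-like cells held a larger mean of heca, 13654 ± 3037 CPM. The splicing factor hfp was at 724 ± 233 CPM in Hep4-like cells against 119 ± 29.3 CPM, 6.07-fold.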

Headcase (*heca*) and half pint (*hpf*) were highly expressed and are involved in regulating the cell cycles in Drosophila (21, 22). In Drosophila, heca is involved in controlling cell cycle progression in response to nutrient restriction (23). Splicing factors, serine/arginine repetitive matrix protein 2 (*LOC113817895*) and *hpf* suggest that there is increased mRNA processing in these cells. 

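Serine/arginine repetitive matrix protein 2 (LOC113817895, chromosome 23, 10661413 to 10950202), a coactivator of pre-mRNA splicing, had 829.6 ± 391 CPM in Hep4-like cells (SD, n = 3 shrimp) and 172 ± 65.0 CPM in all others. That is 4.83-fold, and the level was above that of the other cells in 3 of 3 shrimp.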

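Polr2H (chromosome 3, 52233489 to 52263975), a subunit shared by the 3 nuclear RNA polymerases, was at 3119 ± 1127 CPM in Hep4-like cells (SD, n = 3 shrimp) against 215 ± 59.5 CPM elsewhere. This 14.5-fold excess was seen in 3 of 3 shrimp, and the background barcodes held 84.1 ± 45.4 CPM.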

In support of this notion, DNA-directed RNA polymerases I, II, and III subunit Rpb8 (*Polr2H*) is also highly expressed by this cluster (**Figure 2A**, **Supplementary Table 2**). Enriched GO pathways include endosome membrane (GO:0010008), cytoplasmic vesicle membrane (GO:0030659) (**Supplementary Table 3**) while the KEGG pathways include glycosaminoglycan degradation (pvm00531) and lysosome (pvm04142) (**Supplementary Table 4**).

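Hep5-like cells held transcripts that other hepatopancreatic cells carried at very low levels. Lysozyme C (LOC113802295, chromosome 24, 17534874 to 17541292), which cleaves bacterial cell walls, reached 18939.6 ± 15746 CPM (SD, n = 3 shrimp) in Hep5-like cells and 59.7 ± 29.4 CPM elsewhere. Anti-lipopolysaccharide factor LOC113800363 was at 4304 ± 3629 CPM against 10.7 CPM and LOC113820510 at 2361 ± 2253 CPM against 19.5 CPM. LOC113810045, of the same family, was at 283 ± 133 CPM against 1.18 CPM, whereas LOC113810108 was at 752 ± 995 CPM here and at 862 ± 678 CPM in Hep8-like cells. The C-type lectins LOC113823075 and LOC113812219 had 1931 ± 1602 CPM and 404 ± 362 CPM. Prophenoloxidase (LOC138859383), the enzyme of melanization, had 581 ± 304 CPM against 1.08 CPM. Together, these 8 genes took 2.96 ± 2.14% of the UMIs of Hep5-like cells and 0.313 ± 0.325% of those of all cells.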

Cells in Hep5 expressed immune related genes, such as prophenoloxidase (proPO; *LOC138859383*), anti-lipopolysaccharide factor (ALF; *LOC113800363*, *LOC113820510*, *LOC113810108*, *LOC113810045*), C-type lectin (*LOC113823075*, *LOC113812219*) and lysozyme C (*LOC113802295*), typical of hemocytes (**Supplementary Table 2**). ProPOs are expressed by mature effector cells. The enriched pathways further suggest the cells have immune functions. The enriched KEGG pathways include bacterial invasion of epithelial cells (pvm05100), hormone signaling (pvm04081), efferocytosis (pvm04148), phagosome (pvm04145) and Toll-like receptor signaling pathway (pvm04620) (**Supplementary Table 4**).

The genes highly expressed by Hep6 cells had enriched GO pathways of inorganic cation transmembrane transporter activity (GO:0022890), cytoskeleton organization (GO:0007010) and vacuole (GO:0005773) (**Supplementary Table 3**), and KEGG pathways oxidative phosphorylation (pvm00190), phagosome (pvm04145), lysosome (pvm04142) and metabolism of xenobiotics by cytochrome P450 (pvm00980). The cells highly express genes encoding 10 V-type proton ATPase subunits which are involved in acidification of vacuoles, and digestive enzymes astacin (*LOC113802672*), esterase (*LOC113818979*) and trypsin (*LOC113822075*) (**Figure 2**) (**Figure 2A**, **Supplementary Table 2**). Furthermore, cells expressed endocytosis related genes *Rab11*, *Rab5*, *Rab1*. 

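The 10 V-type proton ATPase genes together took 1.37 ± 0.584% of the UMIs of Hep6-like cells (SD, n = 3 shrimp), at 18036, 7075 and 16073 CPM in shrimp 1, 2 and 3. Astacin (LOC113802672, chromosome 26, 5876550 to 5882459), a metalloprotease, was at 606 ± 61.7 CPM in Hep6-like cells and 115 ± 151 CPM in the rest, 5.26-fold. Esterase LOC113818979 was at 810.03 ± 155 CPM against 152 ± 62.1 CPM, and trypsin LOC113822075 at 158 ± 86.3 CPM against 25.7 ± 35.1 CPM.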

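Rab GTPases of vesicle transport were found in Hep6-like cells at 773 ± 352 CPM for Rab11 (recycling endosomes), 494 ± 257 CPM for Rab5 (early endosomes) and 561 ± 244 CPM for Rab1 (transport to the Golgi; SD, n = 3 shrimp). Their levels in other cells were 272 ± 97.0 CPM, 173 ± 76.1 CPM and 166 ± 72.9 CPM. Rab5 was above the other cells in 2 of 3 shrimp, Rab11 in 3 and Rab1 in 3. A group of 17 endocytosis and lysosome genes took 0.651 ± 0.0546% of the UMIs of these cells. From the cluster's genes and pathways, the paper proposes that these cells take up material from outside and digest it.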

Overall, the gene expression and pathway analysis suggest that these cells internalize substances from the external environment and digest this material.

Hep7 highly expressed digestive enzymes astacin (*LOC113826331*, *LOC113826330*, *LOC113826343*, *LOC113819445*), procathepsin L (*LOC113808797*, *LOC113808808*), alpha-amylase (*LOC113817723*), trypsin (*LOC113815565*, *LOC113815556*, *LOC113825851*), chymotrypsins (*LOC138859445*, *LOC113805739*, *LOC113805736*) and chitinase (*LOC113817260*, *LOC113817261*, *LOC113817258*) (**Figure 2A**, **Supplementary Table 2**). Furthermore, this cluster highly expresses C-type lectins (CTLs), C-type lectin domain family 7 member A (*LOC113812977; Clec7a*), alpha-N-acetylgalactosamine-specific lectin-like (GalNAc-specific lectin; *LOC138862967*) and galactose-specific lectin nattectin-like (Nattectin-like; *LOC138864390*). 

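Digestive enzymes were concentrated in Hep7-like cells, where 29 of their genes took 8.77 ± 11.3% of the UMIs (SD, n = 3 shrimp) against 1.57 ± 2.52% over all cells. Procathepsin L LOC113808797 (chromosome 14, 43571905 to 43573739) was at 16196 ± 22223 CPM in these cells and 34.0 ± 38.1 CPM in others, and LOC113808808 at 9459.9 ± 12323 CPM against 26.3 CPM. The chymotrypsins LOC113805736, LOC138859445 and LOC113805739 had 14602 ± 20209.5 CPM, 7717 ± 10897 CPM and 6306 ± 8363 CPM. Astacins ranged from 42.6 ± 38.9 CPM (LOC113819445) over 1072 CPM (LOC113826330) and 1722 CPM (LOC113826343) to 4097 ± 4339 CPM (LOC113826331). The trypsins LOC113815565, LOC113815556 and LOC113825851 had means of 2491, 2506 and 401 CPM, and alpha-amylase LOC113817723 one of 921 CPM. Of the chitinases, LOC113817260 had 6402 ± 7578 CPM, LOC113817261 2034 CPM and LOC113817258 941 ± 853 CPM; the last was highest in this cluster in 2 of 3 shrimp and the other enzymes named here in 3 of 3. The 29 genes summed to 215686 CPM in shrimp 1, 4126 CPM in shrimp 2 and 43218 CPM in shrimp 3.

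**Figure D1:**
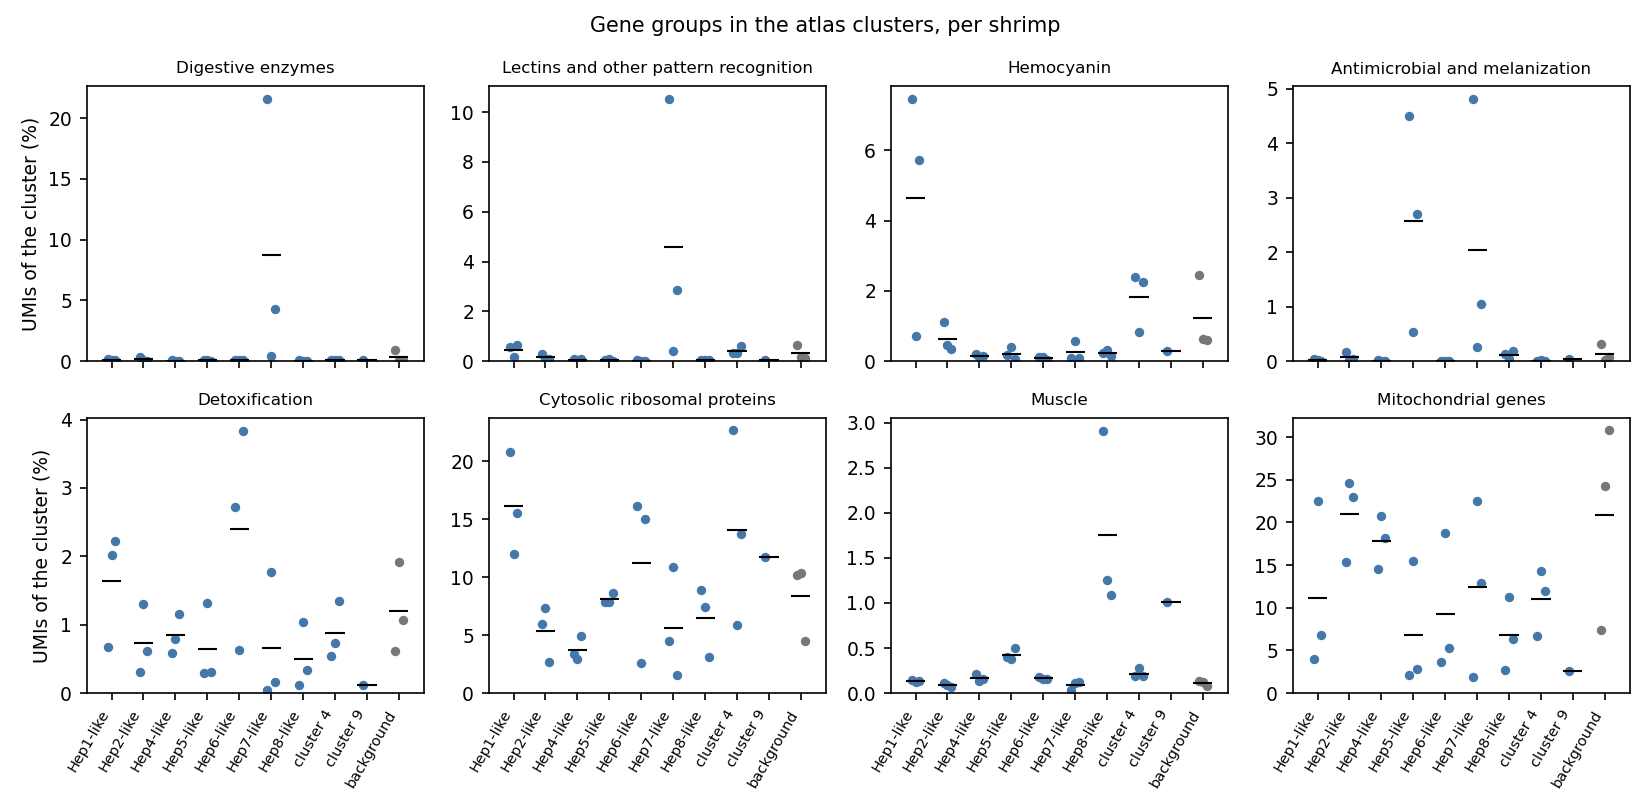
Share of the UMIs of each cluster (%, y axis) taken by 8 gene groups in the atlas, with one blue point per shrimp, a line for their mean, and background barcodes in grey. The digestive enzymes lie between 4126 and 215686 CPM in Hep7-like cells.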

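In Hep7-like cells 3 lectin genes, which encode sugar-binding proteins, were also high. Clec7a (LOC113812977, chromosome 11, 43064485 to 43066248) was at 6410.2 ± 8400.4 CPM (SD, n = 3 shrimp) against 19.3 CPM in other cells. The GalNAc-specific lectin LOC138862967 was at 11764 ± 13145 CPM against 47.5 CPM and Nattectin-like LOC138864390 at 4045 ± 3673 CPM against 21.2 CPM. All 3 were highest in this cluster in 3 of 3 shrimp, and 15 genes of lectins and other pattern recognition took 4.59% of its UMIs.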

The enriched GO pathways included macromolecule catabolic process (GO:0009057) and endopeptidase activity (GO:0004175) (**Supplementary Table 3**) which emphasizes the cells function in digestion.

Hep8 highly expresses genes that encode structural proteins of muscle including paramyosin (*LOC113809104*), connectin/titin (*LOC113812009*, *LOC113807395*), Z band alternatively spliced PDZ-motif protein 52 (*Zasp52*), muscle-specific protein 300 kDa (*LOC113823000*), tropomyosin (*LOC113820940*) and myosin heavy chain 10 (*zip*) (**Supplementary Table 2**). 

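Genes of the contractile apparatus set Hep8-like cells apart. Paramyosin (LOC113809104, chromosome 41, 10959347 to 10965328), the core of invertebrate thick filaments, was at 5933 ± 6539 CPM (SD, n = 3 shrimp) against 4.74 ± 4.60 CPM in other cells. The connectin/titin genes LOC113812009 and LOC113807395, which span the sarcomere, had 1374 ± 771 CPM and 2034 ± 46.7 CPM against 5.35 and 14.9 CPM. Zasp52, a protein of the Z-disc, had 2077 ± 806 CPM against 33.2 CPM, LOC113823000 2615 ± 942 CPM against 129 CPM, and tropomyosin LOC113820940 4092 ± 2884 CPM against 361 CPM. The non-muscle myosin zip differed less, with 1702 ± 616 CPM against 476 CPM (3.58-fold), and cluster 9 held 2657 CPM in the 1 shrimp with at least 10 cells of it. In sum, the 10 genes of the muscle list, picked by their descriptions, made up 1.75 ± 1.01% of the UMIs of Hep8-like cells. The list also holds zip, sqh, the cytoplasmic light chain Mlc-c, the unconventional myosin didum and muscleblind-like LOC113808002. It lacks Zasp52 and LOC113823000, so it is no measure of the contractile apparatus alone.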

The most significant KEGG pathway is cytoskeleton in muscle cells (pvm04820) (**Supplementary Table 4**).

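Cluster 9 took no name by the marker rule and held 43 barcodes, 39 of them from shrimp 1, so that its values come from 1 shrimp without a replicate. The synaptic regulator LOC113828644 (regulator of G-protein signaling 7-like, chromosome 6, 43248671 to 43288237) was at 354 CPM in cluster 9 and 7.02 ± 7.79 CPM in the other cells (SD, n = 3 shrimp). Tomosyn, which restrains vesicle fusion at synapses, was at 949 against 199 CPM.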

The cells in Hep9 express genes related to synapse function. These include uncharacterized protein (*LOC138865145*), gamma-aminobutyric acid (GABA) type B receptor subunit 2-like (*LOC113822866*), sidekick cell adhesion molecule (*sdk*) (24), regulator of G-protein signaling 7-like (*LOC113828644*) (25) and syntaxin-binding protein tomosyn (*Tomosyn*) (**Figure 2A**, **Supplementary Table 2**). 

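The uncharacterized protein LOC138865145 was at 12.7 CPM in cluster 9 and at 1472 CPM in the Hep5-like cells of shrimp 1, and it had no UMI in those of shrimp 2 and 3, which allows up to 113 and 1.84 CPM (3 counts). LOC113822866, the GABA type B receptor subunit 2-like gene, had no UMI in cluster 9, which allows up to 38.0 CPM, and its 69.4 CPM in Hep5-like cells also came from shrimp 1 alone. Sidekick (sdk), a cell adhesion protein of synapses, had no UMI in cluster 9 either and 70.2 ± 59.7 CPM (SD, n = 3 shrimp) in Hep5-like cells, above the 9.05 CPM of other cells in 3 of 3 shrimp. LOC113828644 was at 77.6 CPM in Hep5-like cells, also above the rest in 3 of 3. LOC138865145, LOC113822866 and sdk were highest at the resolution of 0.4 in Hep8-like cells instead, at 1465, 70.1 and 146 CPM, the first 2 from shrimp 1 alone, against 0.378, 0 and 40.1 CPM in Hep5-like cells.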

The protein transcribed by *LOC138865145* (XP_069990618.1) contains a “ligand-binding domain of GABAb receptors”, therefore, this gene may transcribe another GABA receptor subunit. GABA receptors are present in pre- and post-synaptic sites in the mammalian central nervous system. Interestingly, the cells also expressed RAS oncogene family member Rab3 (*rab3b*), which are highly expressed by human enteroendocrine cells, pancreatic endocrine cells and inhibitory neurons (26, 27). 

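Rab3 (chromosome 13, 7439466 to 7516597), a GTPase of regulated secretion, was at 291 CPM in cluster 9 against 9.97 ± 10.0 CPM in the other cells. In Hep5-like cells it was at 112 ± 34.8 CPM (SD, n = 3 shrimp) and above the rest in 3 of 3 shrimp.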

Genes in the *rab3* family were shown to regulate exocytosis in mouse cell lines (28). Innexin, a gap junction protein which enables communication between adjacent cells, is also highly expressed.

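Innexin inx2 (LOC113824071, chromosome 21, 34818356 to 34979635), which builds gap junctions between invertebrate cells, was at 935 ± 294 CPM in Hep5-like cells (SD, n = 3 shrimp), 109.5-fold over the 8.54 ± 5.62 CPM of other cells. In cluster 9 it was at 12.7 CPM.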

### 3.2 VP_AHPND_ infection analysis

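Hepatopancreas was taken from 3 shrimp 1 h after they received V. parahaemolyticus by reverse gavage of 100 µL and from 2 mock treated shrimp handled alike. These shrimp had an average weight of 19 g, were fasted for 24 h and were kept at 28 °C in water of 4 ppt. The paper gives the dose as 690000 CFU per shrimp, and the sample labels give this number per mL. The 3 atlas shrimp, held under other conditions and sequenced in another batch, join the 2 mock treated shrimp as the 5 controls of the paper's comparison. Each comparison with 5 controls therefore mixes the 2 batches, while the comparison with the mock treated shrimp stays within 1 batch.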

The hepatopancreas from three infected shrimp and two control shrimp were collected to carry out single-cell transcriptomic analysis (**Figure 1A**). The total mortality for the infected group was 30.0% compared to 14.3% in the mock treated group (**Figure 1B**). Swabs collected from the hepatopancreas of deceased shrimp confirmed that the shrimp in the infected group were positive for *V. parahaemolyticus*, while the control shrimp were negative.

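Libraries of this study hold 79181851 and 39082422 UMIs for mock treated shrimp 1 and 2, and 39434100, 36566644 and 82625596 UMIs for infected shrimp 1, 2 and 3. They were made, aligned and counted like those of the atlas, again with 10000 forced barcodes each. The background barcodes had medians of 647 and 862 UMIs (mock treated) and of 1154, 843 and 984 UMIs (infected), so that the infected shrimp had 3 of the 4 highest values. In all these libraries, and in that of atlas shrimp 3, every barcode had more than 500 UMIs. Background barcodes could therefore be kept as cells there.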

The libraries from the infection study, created from hepatopancreas cells from three VP_AHPND_ infected shrimp and two mock treated shrimp, were sequenced to a depth of ~66,018 reads/cell (**Supplementary Table 1**). These five libraries generated transcriptomes for 16,368 quality cells were integrated with the atlas samples taking batch effects into consideration, for a total of 27,374 cells (**Supplementary Figures 4**, **5**). 

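The filters of the atlas left 5705 and 1558 cells of mock treated shrimp 1 and 2, and 6136, 3389 and 7372 cells of infected shrimp 1, 2 and 3, after removal of 137, 10, 158, 47 and 231 doublets. With the atlas this gave 39789 cells, which were integrated across the 2 batches by harmony in 20 dimensions and clustered at the resolution of 0.1. Counts were then summed per shrimp and cluster where a shrimp had at least 10 cells, normalized by TMM and tested with edgeR's quasi-likelihood test, with p adjusted by Benjamini-Hochberg over all genes tested in a cluster. A shrimp, not a cell, is the replicate throughout. Levels are in CPM as mean ± SD over shrimp. In the clusters of this study and over all its cells they are scaled by the TMM factors unless called plain. Background levels are plain CPM, so a scaled level is not on the same scale. A log2 fold change is infected over control. For edgeR its standard error (SE) was derived as the size of the log2 fold change over the square root of the test's F. A gene or gene group is said to have changed only at an adjusted p under 0.05. Gene groups were fixed as lists and tested with fry, which asks whether the members move on balance in one direction, and by a competitive test with an estimated correlation (camera).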

Nine clusters were identified in the VP_AHPND_ infection study (**Figure 3**). 

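At the resolution of 0.1 the cells formed 9 clusters, named by the paper's markers in Supplementary Table 5. HepVp1-like cells were the most numerous (17302), followed by HepVp2-like (5333), HepVp3-like (4508) and HepVp7-like cells (2611). The clusters HepVp6-like (hemocytes) and HepVp8-like (muscle) held 1299 and 1073 cells. Markers of HepVp4 and HepVp9 met in 1 cluster of 1676 cells, called HepVp4/HepVp9-like, and cluster 2 (5149 cells) and cluster 8 (838 cells) took no name. No HepVp5-like cluster appeared at this resolution. HepVp1-like cells had few UMIs, with a median of 0.841 times that of their libraries, against 3.08 for HepVp2-like and 4.25 for HepVp3-like cells.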

Overall, the same populations were present between the atlas and infection study datasets (**Supplementary Figure 6**, **Supplementary Tables 5**–**7**).

**Figure 3:**
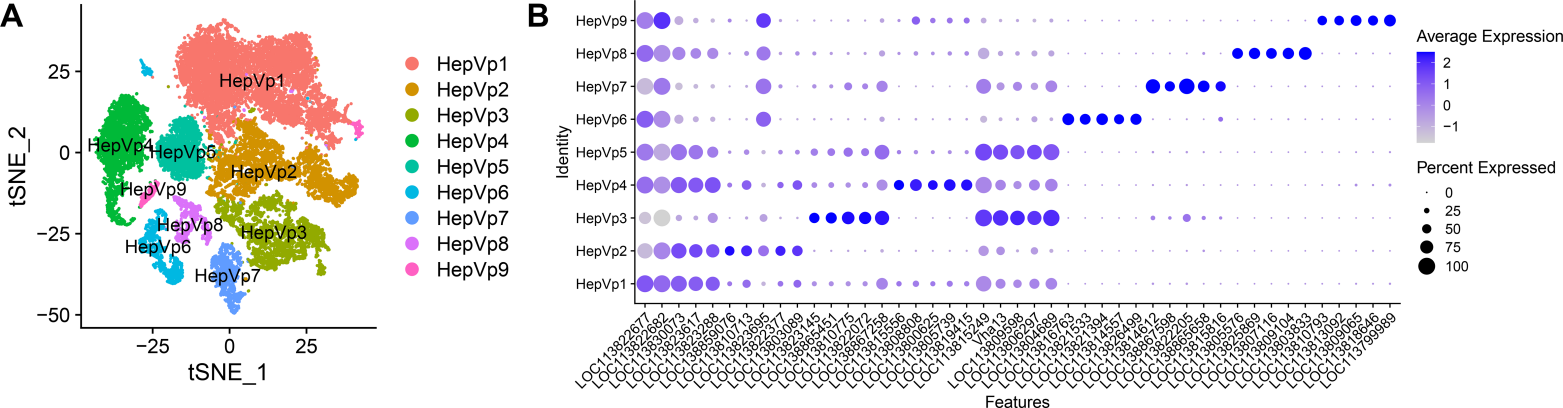
Cluster analysis of hepatopancreas cells from infected (n = 3) and control (n = 5) shrimp. **(A)** nine clusters are presented with a tSNE plot. **(B)** Dot plot of the top five differentially expressed (DE) genes for each cluster. The color represents the average expression, while dot size represents the percentage of cells expressing a gene.

The effect of *V. parahaemolyticus* was assessed by comparing the cellular composition and gene expression of the hepatopancreas between infected shrimp (n = 3) and control shrimp (n = 5) (**Figures 4**, **5**, **Supplementary Table 8**). 

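HepVp1-like cells made up 53.0 ± 7.22% of the cells of infected shrimp (SD, n = 3) and 33.4 ± 14.7% of those of controls (n = 5), with 20.8 ± 6.12% in the 2 mock treated shrimp. HepVp6-like cells, the hemocytes, were 0.379 ± 0.119% of infected and 5.34 ± 5.95% of control cells, and each infected shrimp had a lower share than every control. HepVp3-like cells were 8.09 ± 2.01% and 13.9 ± 7.14%, HepVp7-like cells 4.29 ± 1.49% and 7.59 ± 6.33%, and HepVp4/HepVp9-like cells 5.47 ± 2.23% and 2.99 ± 2.15%. The shares were 14.3 ± 6.42% and 16.3 ± 12.9% for HepVp2-like and 2.04 ± 2.00% and 3.33 ± 2.68% for HepVp8-like cells. None of the 9 shares passed two-sided exact permutation tests over the 56 splits of 3 against 5 shrimp: p = 0.0893 for HepVp1-like, p = 0.125 for HepVp6-like, p = 0.250 for HepVp3-like, p = 0.143 for HepVp4/HepVp9-like and p = 0.589 for HepVp7-like cells, and each adjusted p was at least 0.402. Against the 2 mock treated shrimp alone, HepVp1-like, HepVp3-like, HepVp6-like and cluster 2 cells reached an exact permutation p = 0.100, the smallest p that 3 against 2 shrimp allow. Without atlas shrimp 2 (HepVp1-like share 55.8%), the exact p for HepVp1-like cells was 0.0286, but with only barcodes over 2 times the background barcodes' median UMI, an alternative chosen after the results were seen, their share was 2.05% in infected and 5.39% in control shrimp, the other way round (exact p = 0.286), though above the 1.35% of the 2 mock treated shrimp in each infected shrimp (exact p = 0.200). Under 3 alternatives a cluster met the rule for the name HepVp4-like alone. With less than 20% mitochondrial UMIs it held 12.9 ± 2.27% of infected and 3.26 ± 5.21% of control cells (exact permutation p = 0.0536). With more than 1000 UMIs it held 11.3 ± 2.75% and 3.66 ± 2.29%. The exact permutation p was then 0.0179, the smallest p that 3 against 5 shrimp allow (adjusted p = 0.0714). At the resolution of 0.2 it held 3.70 ± 2.03% of infected and 7.74 ± 9.79% of control cells (exact permutation p = 0.536). Only at that resolution did a HepVp9-like cluster form beside it. Under the limits on UMIs and mitochondrial share it may therefore hold HepVp9-like cells.

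**Figure D2:**
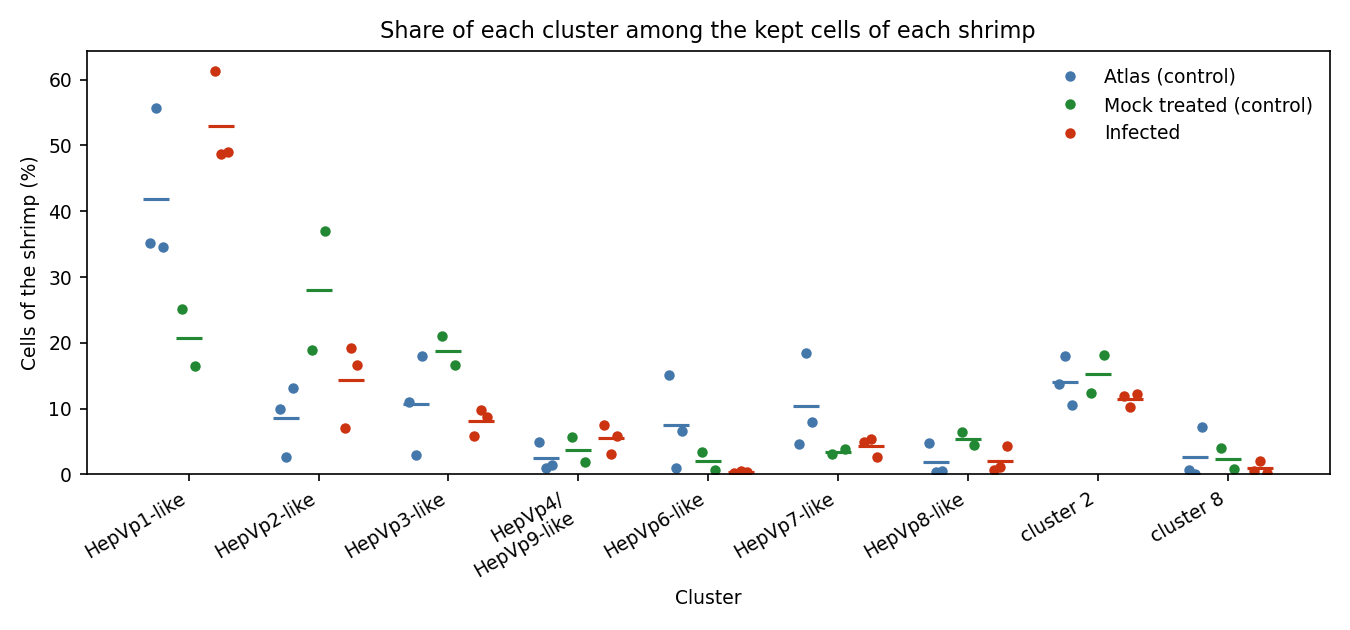
Share of each cluster among the kept cells of each shrimp (%, y axis), with a point per shrimp and a line for the mean of atlas, mock treated and infected shrimp. The infected shrimp lie between 48.7% and 61.3% for HepVp1-like cells and the controls between 16.4% and 55.8%.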

Comparisons of cell type proportions show that the infected shrimp had higher proportions of HepVp1 (Control = 27.3%; Infected = 44.5%) and HepVp4 (Control = 6.4%; Infected = 20.3%), lower proportions of HepVp3 (Control = 16.4%; Infected = 8.3%), HepVp5 (Control = 11.1%; Infected = 5.1%), HepVp6 (Control = 8.1%; Infected = 0.6%) and HepVp7 (Control = 7.4%; Infected = 0.7%) (**Figures 4**), and approximately equal proportions of HepVp2 (Control = 18.1%; Infected = 15.7%), HepVp8 (Control = 3.8%; Infected = 3.1%) and HepVp9 (Control = 1.4%; Infected = 1.7%). The differentially expressed genes were used as input for over-representation analysis of GO (**Figure 6**, **Supplementary Table 10**) and KEGG pathways (**Figure 7**, **Supplementary Table 11**).

**Figure 4:**
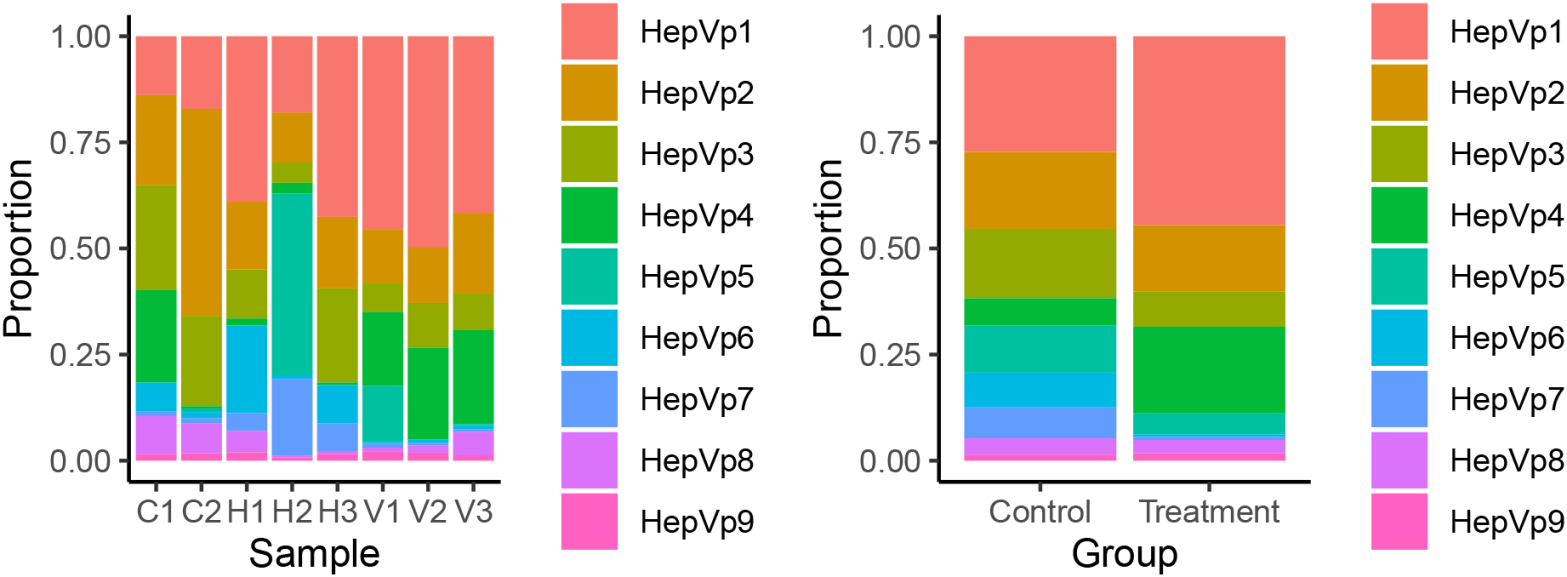
Sample and treatment cell compositions. **(A)** The cell composition by sample. The X-axis indicates the sample while the Y-axis indicates the proportion. H1–3 are the atlas samples, C1–2 are the mock treatment samples and V1–3 are they infected samples. **(B)** The cell composition by treatment. The control group includes the atlas and mock treatment samples (n = 5) while the treatment group were infected with the *V. parahaemolyticus* (n =3).

**Figure 5:**
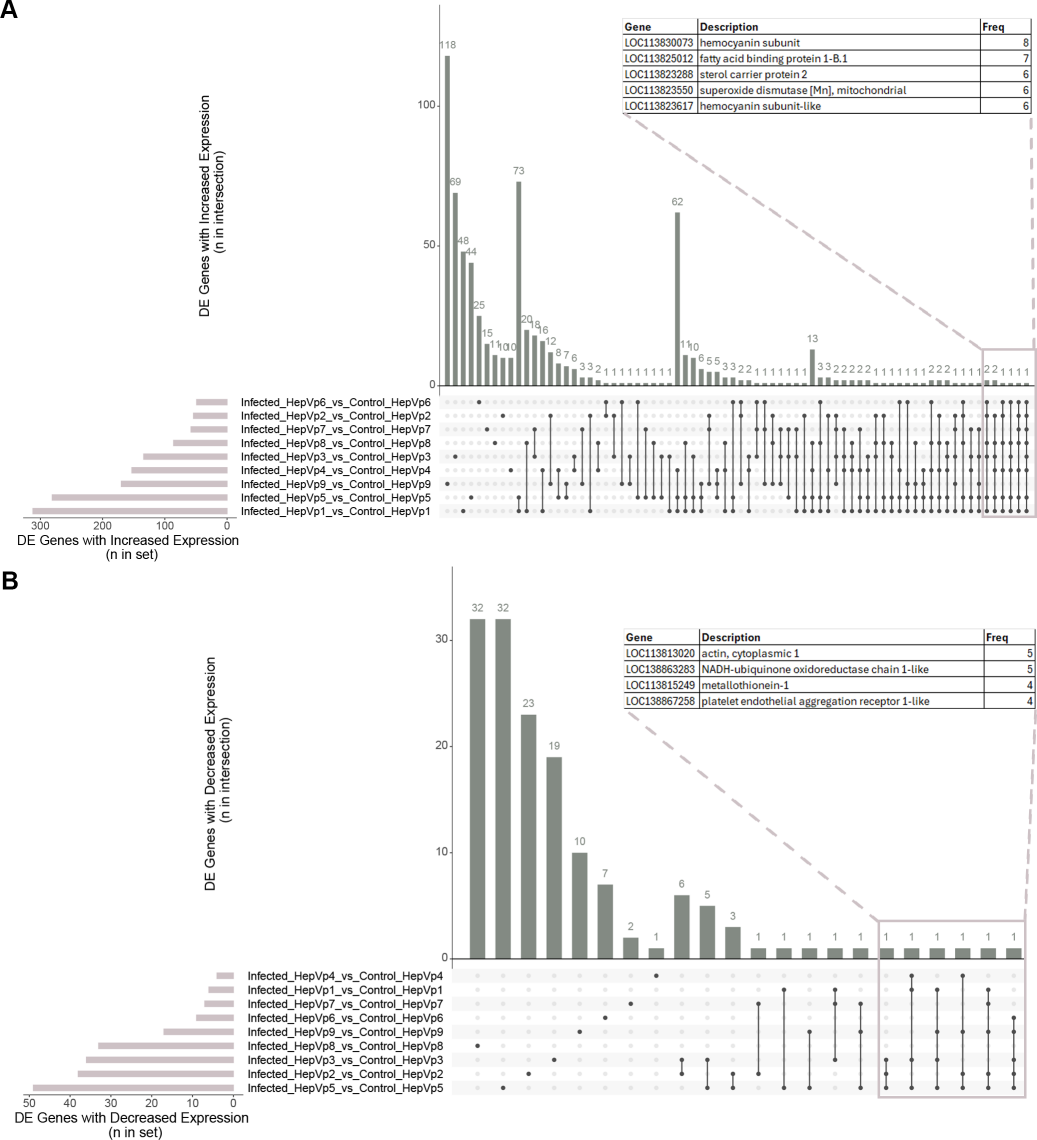
UpSet plot visualizing common (‘intersecting’) differentially expressed genes for each cluster comparison between the infected and control group. Intersecting differentially expressed genes with increased expression **(A)** and decreased expression **(B)** are displayed in the column graph with intersection size on the y-axis. The intersections are indicated by the matrix below the x-axis, where the rows represent the sets and the columns represent the intersection. Black dots indicate that a set is included in the intersection whereas grey circles indicate the set is not included. The size of the intersect (number of genes) is indicated by the columns and number above the column. The total number of differentially expressed genes for each cluster comparison is shown in the bar graph. Selected genes are displayed in the table and “Freq” indicates the number of gene sets in which the gene is included. The full list of gene frequencies is presented in **Supplementary Table 9**.

**Figure 6:**
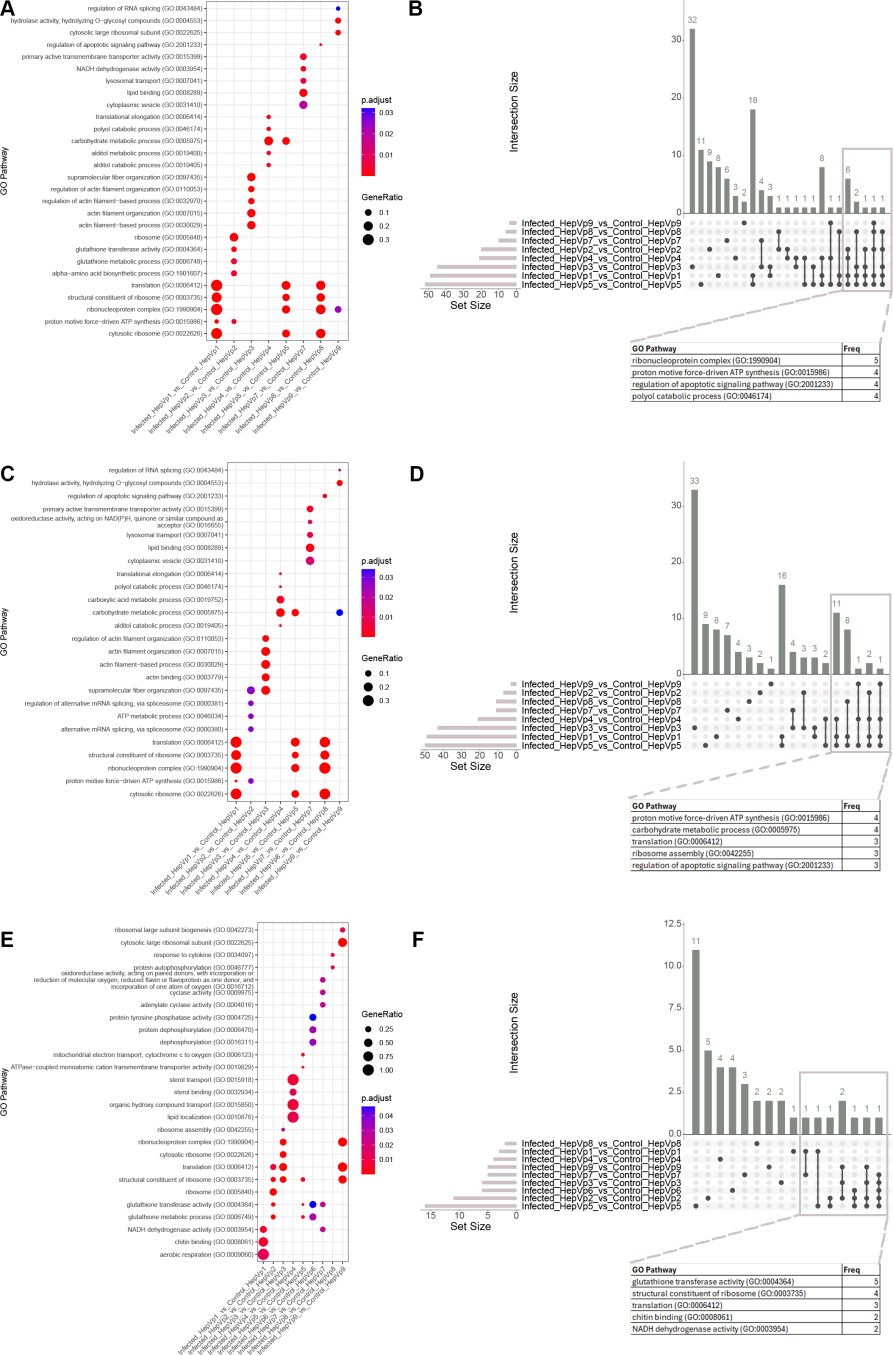
GO enrichment from overrepresentation analysis. **(A, C, E)** Dot plots displaying the top five significantly enriched GO pathways for each comparison using all differentially expressed (DE) genes **(A)**, DE genes with increased expression **(B)**, and DE genes with decreased expression in infected cells **(C)** as input. **(B, D, F)** UpSet plot visualizing common (‘intersecting’) enriched GO pathways for each cluster comparison between the infected and control group. Intersecting pathways for all differentially expressed genes **(B)**, genes with significantly increased expression **(D)** and genes with significantly decreased expression **(F)** are displayed in the column graph with Intersection Size on the y-axis. The intersections are indicated by the matrix below the x-axis, where the rows represent the sets and the columns represent the intersection. Black dots indicate that a set is included in the intersection whereas grey circles indicate the set is not included. The size of the intersect (number of pathways) is indicated by the columns and number above the column. The total number of significant pathways for each cluster comparison is shown in the bar graph. Selected genes are displayed in the table and “Freq” indicates the number of gene sets in which the gene is included. The full list of GO pathway frequencies is presented in **Supplementary Table 12**.

**Figure 7:**
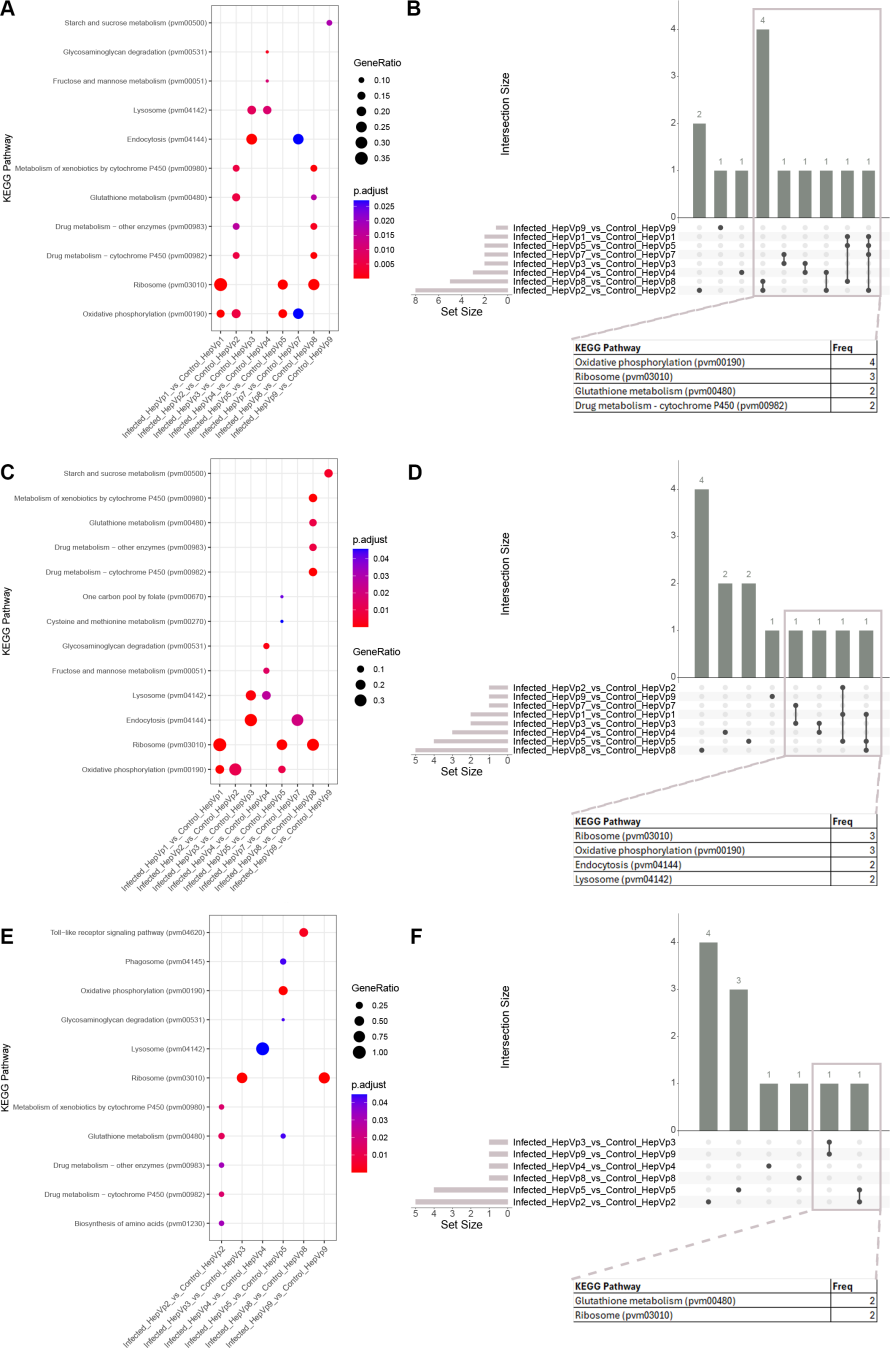
KEGG enrichment from overrepresentation analysis. **(A, C, E)** Dot plots displaying the top five significantly enriched KEGG pathways for each comparison using all differentially expressed (DE) genes **(A)**, DE genes with increased expression **(B)**, and DE genes with decreased expression in infected cells **(C)** as input. **(B, D, F)** UpSet plot visualizing common (‘intersecting’) enriched GO pathways for each cluster comparison between the infected and control group. Intersecting pathways for all differentially expressed genes **(B)**, genes with significantly increased expression **(D)** and genes with significantly decreased expression **(F)** are displayed in the column graph with Intersection Size on the y-axis. The intersections are indicated by the matrix below the x-axis, where the rows represent the sets and the columns represent the intersection. Black dots indicate that a set is included in the intersection whereas grey circles indicate the set is not included. The size of the intersect (number of pathways) is indicated by the columns and number above the column. The total number of significant pathways for each cluster comparison is shown in the bar graph. Selected genes are displayed in the table and “Freq” indicates the number of gene sets in which the gene is included. The full list of KEGG pathway frequencies is presented in **Supplementary Table 13**.

To investigate overarching patterns, genes and pathways significant across multiple clusters were identified. UpSet plots (20) were generated to visualize the number of common (‘intersecting’) significant genes and pathways for the infected versus control comparisons carried out by cluster (**Figures 5**–**7**). The number of times a gene (**Supplementary Table 9**) and pathway (**Supplementary Tables 12**, **13**) is significant is also presented as supplementary data.

The UpSet plot of DE genes showed that there are some genes that are expressed across many clusters (**Figure 5**, **Supplementary Tables 8**, **9**). Hemocyanin (*LOC113830073*; HepVp1-8) was DE for eight clusters, and hemocyanin subunit-like (*LOC113823617*; HepVp1-2,4-6,8) was DE for six clusters (**Figure 5A**, **Supplementary Table 9**). 

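Over all cells, hemocyanin (LOC113830073) was at 27036 ± 12729.9 CPM in infected shrimp (SD, n = 3) and 9278 ± 7391 CPM in controls (n = 5), a log2 fold change of 1.52 (SE 0.70). Its log2 fold change was positive in each of the 9 clusters, with values from 1.38 (HepVp2-like) to 2.44 (HepVp8-like) over the named ones. For hemocyanin subunit-like (LOC113823617) they ran from 1.18 (HepVp2-like) to 2.30 (HepVp8-like). The background barcodes held 25547 ± 11605 CPM of LOC113830073 in infected and 7403 ± 6281 CPM in control shrimp. In plain CPM, the scale of the background, all cells held 25594 CPM in infected and 9311 CPM in control shrimp. Neither gene passed the test in any named cluster (adjusted p between 0.140 and 1.00 from edgeR's quasi-likelihood test), and in HepVp8-like cells DESeq2 gave adjusted p = 0.0190 and 0.0124. Adjusted over the list alone, which the study chose on these samples, both were higher in HepVp1-like, HepVp3-like, HepVp7-like and HepVp8-like cells. Over all cells edgeR called 0 of 11275 genes (729 at an unadjusted p under 0.05) and DESeq2 140; edgeR called 1 gene without atlas shrimp 1 and 1 without mock treated shrimp 1.

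**Figure D3:**
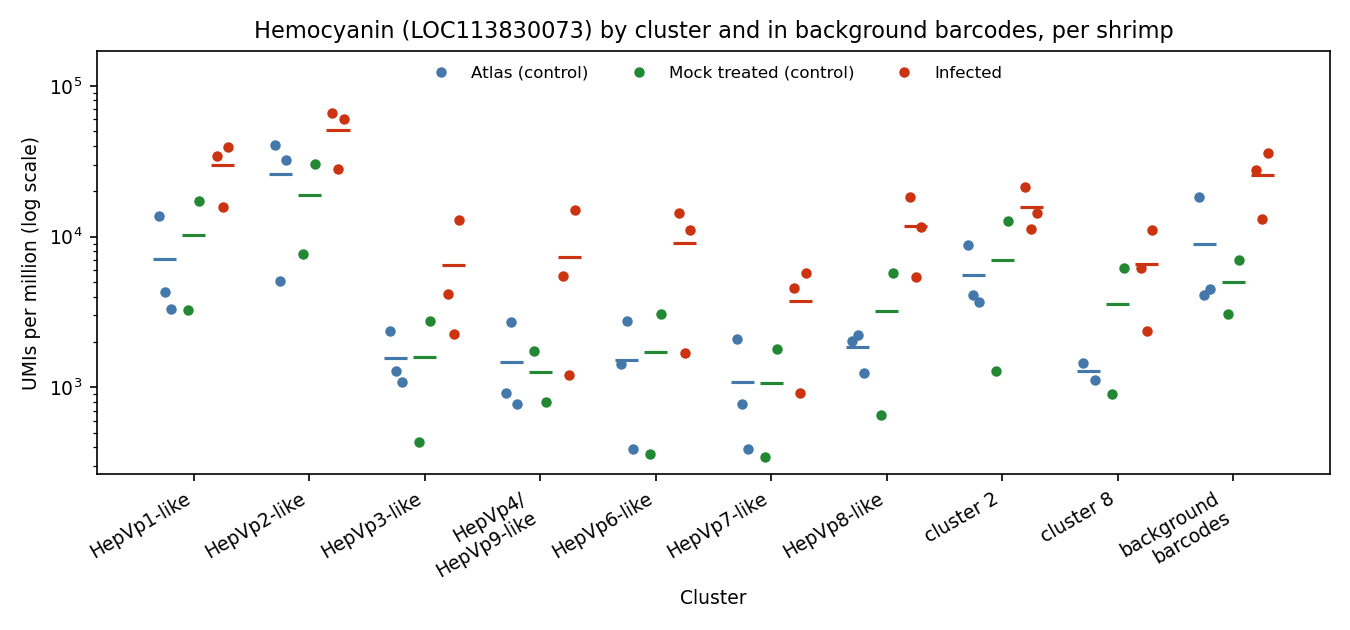
Level of hemocyanin LOC113830073 (CPM, log scale on the y axis) in each cluster and in background barcodes, with a point per shrimp and a line for the mean of each group. The background barcodes of infected shrimp average 25547 CPM and those of mock treated shrimp 5029. In mock treated shrimp 2, mitochondrial genes take 63.8% of the background UMIs.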

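Genes of fatty acid and sterol transport were measured over all cells of each shrimp. Fatty acid binding protein 1-B.1 (LOC113825012, chromosome 18, 19008089 to 19009670) was at 46964 ± 15406 CPM in infected (SD, n = 3) and 27484 ± 14449 CPM in control shrimp (n = 5), a log2 fold change of 0.76 (SE 0.45). Sterol carrier protein 2 (LOC113823288), which moves sterols between membranes, was at 5529.8 ± 1646 and 2425 ± 1349 CPM (1.18, SE 0.52). Acyl-CoA Delta-9 desaturase (LOC113822166), which makes monounsaturated fatty acids, was at 558 ± 169 and 321 ± 75.6 CPM (0.77), and Acbp1 at 6005 ± 3072 and 4344 ± 3826 CPM (0.44). None of the 4 passed edgeR's test over all cells (adjusted p between 0.757 and 0.917). As a list of 5 acyl-CoA and lipid transport genes, with apolipoprotein D and a second fatty acid binding protein, the members rose together in HepVp8-like cells (4 of 4 tested positive, median log2 fold change 1.64, fry adjusted p = 0.000879, and adjusted p = 0.0168 with an estimated correlation). In HepVp2-like cells (4 of 5 positive, median 1.12) the fry adjusted p was 0.00444, and the adjusted p = 0.0577 with an estimated correlation; in cluster 2 these were 0.0456 and 0.185. Adjusted over the list alone, 4 members were higher in HepVp8-like and 2 in HepVp2-like cells, and the study listed 4 of the 5 as changed in these samples, so the list is not independent evidence of its direction. The background barcodes of infected and control shrimp held 27926 and 14217 CPM of LOC113825012 and 4969 and 1944 CPM of LOC113823288. In plain CPM, all cells held 44752 and 27898.5 CPM of LOC113825012 and 5274 and 2481 CPM of LOC113823288. HepVp8-like cells lay below the background for both genes, with 12304.5 and 5554 plain CPM of LOC113825012 and 2542 and 811 plain CPM of LOC113823288. A rise in these cells could therefore not be told from free RNA.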

Four genes involved in acyl CoA transport and metabolism, fatty acid binding protein 1-B.1 (*Fabp*; *LOC113825012*; seven clusters), sterol carrier protein 2 (*LOC113823288;* six clusters), acyl-CoA Delta-9 desaturase (*LOC113822166*; four clusters) and acyl-CoA binding protein 1 (*Acbp1*; four clusters) are highly expressed in the infected group compared to the control group (**Supplementary Table 9**). Superoxide dismutase [Mn], mitochondrial (*LOC113823550*) and aldehyde dehydrogenase type III (*Aldh-III*) has increased expression in infected cells from six and five comparisons, respectively, indicating the cells are reacting to oxidative stress (29, 30) (**Supplementary Table 9**). 

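Mitochondrial superoxide dismutase (LOC113823550, chromosome 39, 3153305 to 3161555), which converts superoxide to hydrogen peroxide, was at 626 ± 159 CPM over all cells of infected shrimp (SD, n = 3) and 241 ± 106 CPM in controls (n = 5), with every infected shrimp above every control (log2 fold change 1.37, SE 0.41, adjusted p = 0.757 from edgeR's quasi-likelihood test). Aldh-III, which oxidizes aldehydes from lipid peroxidation, was at 1242 ± 206 and 622 ± 292 CPM (0.99, SE 0.45). In HepVp1-like cells the log2 fold changes were 1.42 (SE 0.43) for LOC113823550 and 1.32 (SE 0.39) for Aldh-III, with adjusted p = 0.414 and 0.403. Of 6 antioxidant genes tested in HepVp1-like cells, 5 had a positive log2 fold change (median 0.83), 2 were higher when adjusted over the list alone, and the list rose by fry (adjusted p = 0.0131, and adjusted p = 0.230 with an estimated correlation). In HepVp8-like cells 4 of 5 were positive (fry adjusted p = 0.0303, adjusted p = 0.0980 with an estimated correlation), and DESeq2 gave adjusted p = 0.000140 for Aldh-III there. All 6 members were listed by the study as changed in these samples, so the list is not independent evidence. The background barcodes of infected and control shrimp held 602 and 207 CPM of LOC113823550 and 1263 and 441 CPM of Aldh-III. In plain CPM, all cells held 595 and 248 CPM of LOC113823550 and 1189 and 643 CPM of Aldh-III. HepVp8-like cells lay below the background, with 394 and 88.3 plain CPM of LOC113823550 and 704 and 162 plain CPM of Aldh-III. A rise of these genes in HepVp8-like cells could therefore not be told from free RNA. From the raised expression of both enzymes, the paper concludes that the cells react to oxidative stress.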

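The uncharacterized protein LOC138867259 (chromosome 29, 8915405 to 8917617) was at 537 ± 355 CPM over all cells of infected shrimp (SD, n = 3) against 1762 ± 855 CPM in controls (n = 5), a log2 fold change of -1.76 (SE 0.70); against the mock treated shrimp it was -2.03, with every infected shrimp lower. Cytoplasmic actin 1 (LOC113813020), a subunit of the cytoskeleton, was at 1926 ± 359 and 3335 ± 1624 CPM (-0.80, SE 0.43). Pear1 (LOC138867258) had a log2 fold change of -0.83 (SE 0.58), the metal-binding protein metallothionein-1 (LOC113815249) of -0.53 (SE 0.53) and LOC138863283 of -0.27 (SE 0.48). None of the 5 passed edgeR's test (adjusted p between 0.757 and 0.935). The paper reports these falls within clusters. Sums over all cells also depend on the shares of the clusters, so they do not test that statement. Metallothionein and the 3 ferritins, which store iron, had a median log2 fold change of 0.42 as a list of 4 (fry adjusted p = 0.743).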

Genes that were downregulated across multiple clusters included actin, cytoplasmic 1 (*LOC113813020*) and NADH-ubiquinone oxidoreductase chain 1-like (*LOC138863283*), metallothionein-1 (*LOC113815249*), platelet endothelial aggregation receptor 1-like (*LOC138867258*; *Pear1*) and an uncharacterized protein (*LOC138867259*) (**Figure 5B**, **Supplementary Table 9**). *Pear1* and *LOC138867259* are involved in chitin binding.

For the GO and KEGG over-representation analyses, three input gene sets were used: 1) all DE genes, 2) genes with increased expression, and 3) genes with decreased expression. Then, UpSet plots were generated for each of these analyses (**Figures 6**, **7**), which showed that some clusters have shared responses to infection.

When all genes were analyzed, GO pathways involved in ribosome structure (GO:1990904, GO:0003735), ATP metabolism (GO:0006754, GO:0046034), apoptosis (GO:2001233), alditol/polyol catabolism (GO:0046174, GO:0019400) were significant for four to five cluster comparisons (**Figure 6B**, **Supplementary Table 12**). For KEGG pathways, four comparisons had enriched the pathway oxidative phosphorylation (pvm00190), and three comparisons enriched ribosome (pvm03010) (**Figure 7B**, **Supplementary Table 13**). When only the genes with greater expression were considered, the GO pathways relating to ATP metabolism and carbohydrate metabolism were significant for four comparisons, and pathways relating to translation, apoptosis, metabolism (alditol, GO:0019405; polyol, GO:0046174; carboxylic acid, GO:0019752, GO:0046394; monosaccharide, GO:0046364) were significant for three comparisons (**Figure 6D**, **Supplementary Table 12**) and the KEGG pathways oxidative phosphorylation (pvm00190) and ribosome (pvm03010) were significant for three comparisons (**Figure 7D**, **Supplementary Table 13**). 

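The nuclear genes of oxidative phosphorylation took 1.55 ± 0.520% of all UMIs in infected shrimp (SD, n = 3) and 1.46 ± 0.358% in controls (n = 5). Of the 24 genes, 17 had a positive log2 fold change over all cells (median 0.19, fry adjusted p = 0.782), 12 in HepVp1-like cells (fry adjusted p = 0.727) and 21 in HepVp2-like cells (median 0.28, fry adjusted p = 0.508). The 68 cytosolic ribosomal proteins took 11.9 ± 3.52% and 10.7 ± 2.37%, and 67 were positive over all cells (median 0.22, fry adjusted p = 0.743) and 60 in HepVp1-like cells (fry adjusted p = 0.280). Of the 4 genes of the glycolysis list, 3 were positive, with a median of 0.24 but a mean of -0.70 (fry adjusted p = 0.743). Its pattern also caught enolase-phosphatase E1 (LOC113820760), which is not an enzyme of glycolysis. None of these lists passed the test over all cells, and the study listed 23 of the 24, 60 of the 68 and 3 of the 4 as changed in these samples.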

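Among 14 detoxification genes, which include the glutathione S-transferases, 7 had a positive and 7 a negative log2 fold change over all cells, with a median of -0.13 and a fry direction upward (adjusted p = 0.789). They took 1.07 ± 0.247% of the UMIs of infected (SD, n = 3) and 1.24 ± 0.386% of those of control shrimp (n = 5). Ribosomal protein genes pointed down in HepVp4/HepVp9-like cells, where 68 of 68 were negative (median -0.96, fry adjusted p = 0.993), and in cluster 2, where 67 of 68 were (median -0.40, fry adjusted p = 0.884), without passing the test.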

When only the genes with lower expression were considered, GO pathways related to glutathione activity (GO:0004364; GO:0006749) and ribosomes (GO:0003735; GO:1990904) were shared between three to five comparisons (**Figure 6F**, **Supplementary Table 12**), and the KEGG pathway glutathione metabolism (pvm00480) and ribosome (pvm03010) were shared between three comparisons (**Figure 7F**, **Supplementary Table 13**).

Next, we explored the unique cluster specific responses to infection. Infected_HepVp1 expressed genes involved in immune response that may interact with PirA/B toxins. Among the top DE genes for Infected_HepVp1 compared to Control_HepVp1 are PRRs, including hepatic lectin (*LOC113805524*), CTLs (*Clec6A; LOC113812976*, *Clec7A*, *Clec4F; LOC113805525, Clec17A-like; LOC138866223*, Nattectin-like), macrophage mannose receptor 1 (*Mrc1*; *LOC113820644*) and *Bgbp* (*LOC113807222*) (**Supplementary Table 8**). 

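In HepVp1-like cells Mrc1 (LOC113820644, chromosome 13, 29679600 to 29682197), an endocytic receptor for mannose, was at 691 ± 491 CPM in infected (SD, n = 3) and 113 ± 137 CPM in control shrimp (n = 5), a log2 fold change of 2.43 (SE 1.00). Hepatic lectin LOC113805524 was at 247 ± 192 and 34.3 ± 46.4 CPM (2.64, SE 1.20), and Clec7A (LOC113812977) at 773 ± 977 and 149 ± 195 CPM (2.20, SE 1.11). The log2 fold changes of Clec6A (LOC113812976), Clec4F (LOC113805525), Clec17A-like (LOC138866223), Nattectin-like (LOC138864390) and Bgbp (LOC113807222) were 2.26, 2.41, 1.95, 2.05 and 1.82. None passed edgeR's quasi-likelihood test (adjusted p between 0.558 and 0.648). All 15 members of the list of lectins and other pattern recognition were positive (median 2.13), 0 were higher when adjusted over the list alone, and fry gave adjusted p = 0.151; the study listed all 15 as changed in these samples. The background barcodes of infected and control shrimp held 616 and 149 CPM of Mrc1, and 255 and 65.9 CPM of LOC113805524. In 6 of 8 libraries, all infected ones among them, a part of the HepVp1-like cells are background barcodes themselves, so the levels are not independent. In this cluster edgeR called 0 of 6149 genes (510 at an unadjusted p under 0.05) and DESeq2 67; without mock treated shrimp 1 edgeR called 138.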

The Infected_HepVp1 cells also highly expressed trypsin (*LOC113825851*, *LOC113815556*), chymotrypsin (*LOC138859443*, *LOC113805739*, *LOC113805736*), astacin (*LOC113826343*, *LOC113826331*), carboxypeptidase B (*LOC113802097*), lysozyme (*LOC113805933*), procathepsin L (*LOC113808797*, *LOC113808808*), and legumain (*LOC113827866*, *LOC113827868*) compared to the control (**Supplementary Table 8**). 

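Trypsin LOC113825851 (chromosome 1, 4330197 to 4340389) was at 483 ± 354 CPM in HepVp1-like cells of infected shrimp (SD, n = 3) and 43.4 ± 60.1 CPM in those of controls (n = 5), a log2 fold change of 3.32 (SE 0.93), and every infected shrimp was above every control. Trypsin LOC113815556 had 2.78 (SE 0.91), and the chymotrypsins LOC138859443, LOC113805739 and LOC113805736 had 2.91, 2.12 and 1.82. For the astacins LOC113826343 and LOC113826331 the values were 2.25 and 1.69, for carboxypeptidase B LOC113802097 2.15, and for the procathepsins LOC113808797 and LOC113808808 1.86 and 1.83. Lysozyme LOC113805933 was at 3581 ± 3882 and 769.6 ± 1039 CPM (2.06, SE 1.02). The legumains, which cleave after asparagine, had 1.88 (LOC113827866) and 0.21 (LOC113827868). No gene of this group passed edgeR's test (adjusted p between 0.344 and 0.964), while DESeq2 called LOC113825851 (adjusted p = 0.0407); edgeR called it without mock treated shrimp 1 (adjusted p = 0.0341). Of 29 digestive enzymes, 27 were positive (median 1.95, 0 higher when adjusted over the list alone, fry adjusted p = 0.151), and the study listed 28 of the 29 as changed in these samples. In background barcodes, which are in part HepVp1-like cells themselves, LOC113825851 was at 444 CPM in infected and 50.1 CPM in control shrimp.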

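Beta-hexosaminidase subunit alpha (LOC113811731, chromosome 12, 30595063 to 30606132) is a lysosomal enzyme that removes terminal amino sugars. In HepVp1-like cells it was at 276 ± 71.0 CPM in infected shrimp (SD, n = 3), 234 ± 120.1 CPM in the 5 controls and 125 ± 0.0992 CPM in the 2 mock treated shrimp. The log2 fold change was 0.065 (SE 0.46, adjusted p = 0.992 from edgeR's quasi-likelihood test) against 5 controls and 1.01 (adjusted p = 0.928) against the mock treated shrimp, each of which was below every infected shrimp. Background barcodes, which are in part HepVp1-like cells themselves, held 245 CPM in infected and 239.6 CPM in control shrimp.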

Another gene encoding protein that may also interact with the PirA/B toxin includes beta-hexosaminidase subunit alpha (*LOC113811731*). Chitin binding (GO:0008061) was enriched by upregulated genes for Infected_HepVp1 and included four peritrophins, three chitinase-3-like protein 1 (*Chi3l1*) and four proteins with chitin-binding domains (**Supplementary Table 10**).

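All 8 chitin-binding genes tested in HepVp1-like cells, 3 peritrophins and 5 chitinases, had a positive log2 fold change (median 1.82). The smallest p was that of peritrophin-1 LOC113800804 (log2 fold change 1.86, SE 0.71, adjusted p = 0.501 from edgeR's quasi-likelihood test), followed by peritrophin-1 LOC113800625 (2.45, SE 0.97). Peritrophins line the gut, and chitinases cleave chitin. The list did not pass fry (adjusted p = 0.153), 0 members were higher when adjusted over the list alone, and the study listed all 8 as changed in these samples.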

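Sorbitol dehydrogenase (LOC113814344, chromosome 3, 22738171 to 22743844), an enzyme of the polyol pathway, was at 1433 ± 818 CPM in HepVp2-like cells of infected shrimp (SD, n = 3) and at 233 ± 238 CPM in those of controls (n = 5), with every infected shrimp above every control. Its log2 fold change was 2.55 (SE 0.86, adjusted p = 1.00 from edgeR's quasi-likelihood test), and the mock treated shrimp were at 414 ± 313 CPM. Background barcodes held 736 CPM in infected and 87.4 CPM in control shrimp. In HepVp2-like cells edgeR called 0 of 8428 genes (341 at an unadjusted p under 0.05) and DESeq2 10; without atlas shrimp 1, mock treated shrimp 1 or mock treated shrimp 2, edgeR called 1, 3 and 1.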

The top DE gene for Infected_HepVp2 cells was sorbitol dehydrogenase (*LOC113814344*) an enzyme involved in converting sorbitol to fructose (**Supplementary Table 8**). Additionally, several transcription factors are highly expressed, including clockwork orange (*LOC113811900*; *cwo*), homeobox protein dve-1 (*LOC113804003*), nuclear factor of activated T-cells 5 (*NFAT*), myocyte enhancer factor 2 (*Mef2*), microphthalmia-associated transcription factor (*Mitf*) and transcriptional coregulator yorkie (*yki*) (**Supplementary Table 8**). 

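The circadian repressor clockwork orange (cwo, LOC113811900, chromosome 13, 20791442 to 20894216) was at 197 ± 78.6 CPM in infected (SD, n = 3) and 106 ± 50.5 CPM in control HepVp2-like cells (n = 5), a log2 fold change of 0.83 (SE 0.47). Homeobox protein dve-1 (LOC113804003) was at 125 ± 35.2 and 65.2 ± 44.7 CPM (0.86, SE 0.51). The log2 fold changes were 0.63 for NFAT, 0.54 for Mef2, 0.38 for Mitf, which controls lysosomal genes, and 0.49 for yki, the effector of Hippo signaling. None of the 6 passed edgeR's test (lowest adjusted p = 1.00). In the same cells 27 of 29 digestive enzymes and 15 of 15 lectins had positive log2 fold changes (16 and 2 higher when adjusted over the list alone, in lists the study chose on these samples), with fry adjusted p = 0.138 for each. The background barcodes of infected shrimp also held more of the lectins and of a trypsin than those of controls, so free RNA was not excluded as the source.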

Genes with greater expression for Infected_HepVp2 enriched GO pathways involved in actin organization (GO:0007015) whereas genes with lower expression enriched carbohydrate catabolic process (GO:0016052) (**Figure 6**, **Supplementary Table 10**).

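Genes of vesicle traffic were compared between the HepVp3-like cells of infected and control shrimp. Gdi (chromosome 26, 21349298 to 21369548), which recycles Rab GTPases from membranes, was at 1136 ± 93.8 CPM in infected (SD, n = 3) and 702 ± 388 CPM in control shrimp (n = 5), a log2 fold change of 0.70 (SE 0.48). Rab11, Rab1 and Rab5 had log2 fold changes of 0.30, 0.15 and 0.082 (SE 0.43, 0.42 and 0.40). Killer cell lectin-like receptor 5 (LOC138865451) was at 1616 ± 464 and 1763 ± 1930.5 CPM (-0.095, SE 0.81). None passed edgeR's test (lowest adjusted p = 0.948), which called 0 of 8086 genes in this cluster (352 at an unadjusted p under 0.05; DESeq2 11, and edgeR 1 without atlas shrimp 1).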

HepVp3 cells are characterized by expression of killer cell lectin-like receptor 5 (*LOC138865451*), *Rab5*, *Rab1*, *Rab11* and GDP dissociation inhibitor (*Gdi*) and these were all more highly expressed by the Infected_HepVp3 cells (**Supplementary Table 5**). 

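ATP Binding Cassette Subfamily A Member 5 (LOC113801903, chromosome 9, 5476077 to 5496423), a transporter of lysosomes and endosomes, was at 605 ± 153 CPM in HepVp3-like cells of infected (SD, n = 3) and 449 ± 146 CPM in those of control shrimp (n = 5), a log2 fold change of 0.42 (SE 0.37). Ly75 (LOC113822862), an endocytic receptor, had 0.33 (SE 0.51), and the lysosomal protein Cd68 (LOC113808348) 0.27 (SE 0.38). The scavenger receptor Ssc5d (LOC113824628) was at 590.1 ± 117 and 665 ± 229 CPM (-0.17), and Eea1 (LOC113828458), which tethers early endosomes, at 185 ± 29.7 and 221 ± 56.3 CPM (-0.29). The adjusted p from edgeR's quasi-likelihood test lay between 0.948 and 0.999, and the differences of Ly75, Ssc5d and Eea1 were smaller than the SD among the controls.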

Infected_HepVp3 had higher expression of early endosome antigen 1 (*Eea1*; *LOC113828458*), and genes expressed by mammalian innate immune cells including ATP Binding Cassette Subfamily A Member 5 (*LOC113801903*), lymphocyte Antigen 75 (*Ly75*; *LOC113822862*), macrosialin (*Cd68*; *LOC113808348*) and soluble scavenger receptor cysteine-rich domain-containing protein (*Ssc5d*; *LOC113824628*) (**Supplementary Table 8**). Genes that were more highly expressed by Infected_HepVp3 cells enriched pathways included actin filament organization (GO:0007015), vesicle-mediated transport (GO:0016192), and lipid binding (GO:0008289) (**Figure 6**, **Supplementary Table 10**). 

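Of 16 genes of endocytosis and the lysosome tested in HepVp3-like cells, 10 had a positive and 6 a negative log2 fold change between infected and control shrimp (median 0.12). The smallest p belonged to LOC113816486 (gamma-interferon-inducible lysosomal thiol reductase-like; log2 fold change 1.53, SE 0.72, adjusted p = 0.948 from edgeR's quasi-likelihood test) and LOC113808797 (procathepsin L; 2.01, SE 1.03). The list did not pass fry (adjusted p = 0.494), and no member was called when adjusted over the list alone. In the same cells 5 of 5 acyl-CoA and lipid transport genes were positive (median 0.67, fry adjusted p = 0.118). The study listed 14 of the 17 list members as changed in these samples.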

The enriched KEGG pathways were endocytosis (pvm04144) and lysosome (pvm04142) (**Figure 7**, **Supplementary Table 11**). The GO pathways involved in metabolic processes included peptide metabolic process (GO:0006518) and very long-chain fatty acid metabolic process (GO:0000038) and purine nucleotide metabolic process (GO:0006163) (**Supplementary Table 10**).

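The HepVp4/HepVp9-like cluster (1676 cells) is not the same as HepVp4. It held 4640494 UMIs in mock treated shrimp 1 and 37163 in atlas shrimp 2. The HepVp9-like cells of the resolution of 0.2 held 4315167 and 24322, so its levels are mainly theirs. In the joint cluster 2 of 15 genes of lectins and other pattern recognition had a positive log2 fold change between infected and control shrimp (median -0.84, fry adjusted p = 0.993), as had 7 of 28 digestive enzymes (median -1.0). edgeR called 0 of 5359 genes there (243 at an unadjusted p under 0.05), DESeq2 called 8, and edgeR called 2 without infected shrimp 3. A HepVp4-like cluster of 2511 cells, more than the joint cluster held, formed at the resolution of 0.2, an alternative taken up for HepVp4 after the data were seen. There edgeR called 5 of 2699 genes between 3 infected and 4 control shrimp and DESeq2 62. LOC113820091 (5.38, SE 0.83, adjusted p = 0.0178), alpha-amylase-like LOC113825904 (4.01, SE 0.78, adjusted p = 0.0491), and the uncharacterized LOC113821215 (3.75, SE 0.64, adjusted p = 0.0309) rose. LOC113826781, outside the rule for named genes and added after its value was seen, also rose (3.70, SE 0.68, adjusted p = 0.0449), and lysozyme C LOC113802295, an enzyme of hemocytes, fell (-5.83, SE 1.10, adjusted p = 0.0449), from 291 to 3.93 CPM, as it was lower in the background barcodes of infected shrimp (7.76 CPM) than in those of these 4 controls (401 CPM). The count was 0 without atlas shrimp 1 or without atlas shrimp 2, 10 without atlas shrimp 3, 31 without mock treated shrimp 1, and 61 without infected shrimp 2 or without infected shrimp 3. These HepVp4-like cells had medians of 1408, 906 and 1076 UMIs in infected shrimp 1, 2 and 3. Their background barcodes had 1154, 843 and 984 UMIs. The genes that rose were not compared with the background, so free RNA was not excluded for them.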

Infected_HepVp4 cells more highly expressed genes with immune functions compared to the Control_HepVp4 cells. These genes included *Bgbp* (*LOC113807222*), lectins (*LOC113805525*, *LOC113805524*) and trypsins (*LOC113825851*, *LOC113815556*) (**Supplementary Table 8**). In addition, the infected cells also highly expressed genes encoding proteins that protect against apoptosis and stress, including lifeguard 1 (*LOC113823324*), arginine kinase (*LOC113816366*), elongation factor 1-alpha (*LOC113820946*) and crustacyanin-A2 subunit (*LOC113810219*) (**Supplementary Table 8**). 

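Bgbp (LOC113807222, unplaced sequence, 9 to 2347) was at 1583 ± 1049 CPM in HepVp4/HepVp9-like cells of infected (SD, n = 3) and 2604 ± 3822 CPM in those of control shrimp (n = 5), and atlas shrimp 1 alone had 9188 CPM. The lectins LOC113805525 and LOC113805524 had 19828 and 8156 CPM in that shrimp and log2 fold changes of -1.17 and -0.79 (SE 1.62 and 1.41). For the trypsins LOC113825851 and LOC113815556 they were 0.38 and -0.76, and that of Bgbp was -0.84 (SE 1.46). None passed edgeR's test (lowest adjusted p = 0.969). Without atlas shrimp 1 the log2 fold changes of LOC113807222, LOC113805525, LOC113805524 and LOC113815556 were 0.52, 0.82, 0.86 and 0.093. In the HepVp4-like cells of the resolution of 0.2 (n = 3 infected, 4 controls), the log2 fold changes were 2.91 for Bgbp (SE 0.74, adjusted p = 0.100), 2.82 and 2.00 for the lectins, and 3.19 (adjusted p = 0.0592) and 2.27 for the trypsins, and DESeq2 called Bgbp (adjusted p = 0.00584) and LOC113825851 (adjusted p = 0.000393) there. These cells had few UMIs (a median of 0.623 times that of their libraries), and background barcodes held 368 CPM of Bgbp in infected and 102 CPM in control shrimp, against 1483 ± 1480.4 and 176 ± 178 CPM in the cells.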

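Lifeguard 1 (LOC113823324, chromosome 37, 14864340 to 14878119), which inhibits apoptosis, was at 176 ± 36.2 CPM in HepVp4/HepVp9-like cells of infected (SD, n = 3) and 231 ± 156 CPM in those of control shrimp (n = 5), a log2 fold change of -0.58 (SE 0.67). Arginine kinase (LOC113816366), which buffers ATP, had 0.25 (SE 0.62), elongation factor 1-alpha (LOC113820946) -0.25 (SE 0.83) and crustacyanin-A2 (LOC113810219), a carotenoid-binding protein, -0.61 (SE 1.14). At the resolution of 0.2 the HepVp4-like cells gave -0.0036, 0.45, 0.45 and 2.75. No value passed edgeR's test at either resolution (lowest adjusted p = 0.955 and 0.0748), and DESeq2 called LOC113810219 at the resolution of 0.2 (adjusted p = 0.00395).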

The enriched GO pathways organophosphate metabolic process (GO:0019637) (**Supplementary Table 10**). Enriched KEGG pathways were lysosome (pvm04142), glycosaminoglycan degradation (pvm00531) and fructose and mannose metabolism (pvm00051) (**Figure 7**, **Supplementary Table 11**).

The cells in HepVp5 were mainly from samples H2 and V1(**Supplementary Figure 4**). 

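A HepVp5-like cluster was found at the resolution of 0.2 and held 209 cells. Atlas shrimp 2 gave 135 of them, atlas shrimp 1 and 3 gave 24 and 16, mock treated shrimp 1 and 2 gave 10 and 4, and infected shrimp 1, 2 and 3 gave 2, 1 and 17. These cells were 0.0976 ± 0.115% of the cells of infected (SD, n = 3) and 0.754 ± 0.961% of those of control shrimp (n = 5; two-sided exact permutation test, p = 0.250).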

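Cytosolic ribosomal proteins made up 9.36 ± 3.75% of the UMIs of HepVp5-like cells in 4 control shrimp (SD) and 18.5% in the 1 infected shrimp with at least 10 such cells. The 4 controls thus lay near the level of all cells of the controls, 10.7%. The ribosomal protein gene RpL29, the cytochrome oxidase subunit COX6B and the mitochondrial genes KEG56_p01, KEG56_p09 and KEG56_p11 were among its 10 leading markers.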

The cluster is mainly characterized by increased expression of ribosomal proteins.

Cells in HepVp6 expressed hemocyte-related genes ALFs (*LOC113800363*, *LOC113820510*), CTL (*LOC113823075*) and lysozyme C (*LOC113802295*), typical of hemocytes (**Supplementary Table 8**). 

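Hemocyte genes stood far above the background in HepVp6-like cells. Lysozyme C (LOC113802295) was at 17958 ± 13121 CPM in infected (SD, n = 3) and 26652 ± 24835 CPM in control shrimp (n = 5), where background barcodes held 7.76 and 321 CPM. The ALFs LOC113800363 (chromosome 5, 48771707 to 48774913) and LOC113820510 were at 2489.99 ± 1067 and 1806 ± 1408 CPM in infected and at 6706 ± 5195 and 3108 ± 3213 CPM in control shrimp, and the C-type lectin LOC113823075 at 3055 ± 1766 and 4041 ± 2440.1 CPM. Each of the 8 genes of the hemocyte list had a negative log2 fold change (median -0.71), and the list did not pass fry (adjusted p = 0.529). Infected shrimp contributed few of these cells (15, 16 and 31), and edgeR called 0 of 1428 genes (81 at an unadjusted p under 0.05; DESeq2 7).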

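Activating transcription factor 3 (LOC113808698, chromosome 30, 30567456 to 30646870), which is induced by cell stress, was at 446 ± 217 CPM in HepVp6-like cells of infected (SD, n = 3) and 95.5 ± 65.8 CPM in those of control shrimp (n = 5), with every infected shrimp above every control. Its log2 fold change was 2.42 (SE 0.60), with adjusted p = 0.605 from edgeR's quasi-likelihood test and 0.0325 from DESeq2. Krueppel-like factor 13 (LOC113799918) had 1.52 (SE 1.08), the lipoprotein receptor LOC113811552 3.35 (SE 1.37), cactus (LOC113823636), which holds NF-κB in the cytoplasm, 1.15 (SE 0.83) and legumain-like LOC113827868 0.93 (SE 0.48). None of these passed edgeR's test (lowest adjusted p = 0.605). The 3 immediate early and stress transcription factors, with Krueppel-like factor 6, were all positive (median 1.52, 1 higher when adjusted over the list alone, fry adjusted p = 0.0742), and the study listed 2 of the 3 as changed in these samples.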

Genes with greater expression in Infected_HepVp6 cells were involved in immune functions and response to stress including Krueppel-like factor 13 (*LOC113799918*), activating transcription factor 3 (*LOC113808698*), low-density lipoprotein receptor (*LOC113811552*), NF-kappa-B inhibitor cactus (*LOC113823636*) and legumain-like (*LOC113827868*) (**Supplementary Table 8**). Comparing Infected_HepVp6 and Control_HepVp6 yielded few significant GO and KEGG pathways.

HepVp7 are characterized by two MAM and LDL-receptor class A domain-containing protein 2 proteins (*LOC113814612*, *LOC138867598*), GTPase-activating Rap/Ran-GAP domain-like protein 3 (*LOC113822205*), rap guanine nucleotide exchange factor-like (*LOC138865658*) and runt-related transcription factor 3 (*LOC113815816*) (**Supplementary Table 5**). 

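GTPase-activating Rap/Ran-GAP domain-like protein 3 (LOC113822205, chromosome 22, 15894394 to 16566668) was at 3156 ± 557 CPM in HepVp7-like cells of infected (SD, n = 3) and 2980.1 ± 347 CPM in those of control shrimp (n = 5). The MAM and LDL-receptor class A domain proteins LOC113814612 and LOC138867598 were at 996 ± 186 and 456 ± 45.5 CPM in infected and at 1580.5 ± 810.4 and 636 ± 265 CPM in control shrimp. The exchange factor LOC138865658 and runt-related transcription factor 3 (LOC113815816) had log2 fold changes of -0.32 (SE 0.53) and -0.63 (SE 0.32), and none of the 5 markers passed edgeR's test (lowest adjusted p = 0.939). In this cluster edgeR called 0 of 5396 genes (285 at an unadjusted p under 0.05), and DESeq2 called 4, named after their values were seen: apolipoprotein D LOC113810220 (log2 fold change 3.62), LOC113821215 (3.65), LOC113825881 (2.83) and bma (1.54). Without atlas shrimp 1, mock treated shrimp 1 or mock treated shrimp 2, edgeR called 1, 1 and 4.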

When Infected_HepVp7 was compared to Control_HepVp7, the genes with increased expression enriched GO pathways relating to internalization of substance including lysosomal transport (GO:0007041), cytoplasmic vesicle (GO:0031410), lipid binding (GO:0008289), GTPase activator activity (GO:0005096) and syntaxin binding (GO:0019905) (**Figure 6**, **Supplementary Table 10**). The enriched KEGG pathway was endocytosis (pvm04144) (**Figure 7**, **Supplementary Table 11**).

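In HepVp7-like cells 9 of 16 endocytosis and lysosome genes had a positive log2 fold change between infected and control shrimp (median 0.082, fry adjusted p = 0.683). LOC113808808 (procathepsin L-like) had the smallest p of the list, with a log2 fold change of 2.13 (SE 0.70, adjusted p = 0.917 from edgeR's quasi-likelihood test). All 18 digestive enzymes tested in these cells were positive (median 1.86, 4 higher when adjusted over the list alone, fry adjusted p = 0.332), as were all 12 lectins (median 2.15). The study chose most members of both lists on these samples. Lectins as a group and a trypsin were also higher in the background barcodes of infected than of control shrimp, so free RNA was not excluded as the source.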

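Of 12 detoxification genes tested in HepVp8-like cells, 9 had a positive log2 fold change between infected and control shrimp (median 1.08), and 1 was higher when adjusted over the list alone. This was LOC113822637, microsomal glutathione S-transferase 1 (log2 fold change 1.72, SE 0.41, adjusted p = 0.119 over all genes from edgeR's quasi-likelihood test). The list did not pass fry (adjusted p = 0.144), and the study listed 13 of its 14 members as changed in these samples. The one gene that edgeR called of 1256 tested in this cluster was apolipoprotein D (LOC113810220, unplaced sequence, 12757 to 19745), a carrier of small lipids, at 454 ± 306 CPM in infected (SD, n = 3) and 12.2 ± 17.9 CPM in control shrimp (n = 5; log2 fold change 4.86, SE 0.75, adjusted p = 0.0403), where background barcodes held 1009 and 87.1 CPM. DESeq2 called 34 genes, and edgeR called 0 without atlas shrimp 1, 2 or 3 or infected shrimp 2 or 3, 3 without mock treated shrimp 1 and 9 without mock treated shrimp 2.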

The upregulated gene expression of Infected_HepVp8 enriched the enriched GO pathways included glutathione transferase activity (GO:0004364) (**Supplementary Table 10**) and KEGG pathways included drug metabolism - cytochrome P450 (pvm00982) and glutathione metabolism (pvm00480) (**Figure 7**, **Supplementary Table 11**). The top expressed genes included *Mrc1* (*LOC113820644*) and among the down regulated genes in the infected group were immune-related genes including nuclear factor NF-kappa-B p105 subunit (*Nfkb1*; *LOC113806131*) and NF-kappa-B inhibitor cactus (*LOC113823636*) (**Supplementary Table 8**). 

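In HepVp8-like cells Mrc1 (LOC113820644) was at 319 ± 310.4 CPM in infected (SD, n = 3) and 34.1 ± 41.5 CPM in control shrimp (n = 5). It had too few counts for the test against 5 controls, and against the mock treated shrimp its log2 fold change was 2.75 (adjusted p = 0.549 from edgeR's quasi-likelihood test). Nfkb1 (LOC113806131, chromosome 4, 22347330 to 22372818), a subunit of NF-κB, was at 609 ± 366 and 831 ± 1004 CPM (-0.13, SE 0.76), and its inhibitor cactus (LOC113823636) at 246 ± 86.4 and 401 ± 529 CPM (-0.43, SE 0.86), with adjusted p = 0.971 and 0.920. Over all cells these 2 genes, the members of the list of Toll, IMD and NF-κB signaling, had a median log2 fold change of -1.18. Lectins (5 of 5 positive, fry adjusted p = 0.0450) and chitin-binding genes (3 of 3, fry adjusted p = 0.0364) passed fry as lists in these muscle cells, each with adjusted p = 0.0980 with an estimated correlation, while digestive enzymes (7 of 7 positive, fry adjusted p = 0.0500) stayed just short of it. All members tested were higher when adjusted over the list alone, in lists the study chose on these samples. The background barcodes held more of them: the lectins made up 1.08% of UMIs there in infected and 0.407% in control shrimp, against 0.507% and 0.0984% in these cells, and chitin-binding genes 0.478% and 0.167% against 0.239% and 0.0414%.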

Muscle-related genes such as tropomyosin (*LOC113809272*) and paramyosin (*LOC113809104*) also had lower expression in the infected group compared to the control group.

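Paramyosin (LOC113809104) was at 1791 ± 1096 CPM in HepVp8-like cells of infected (SD, n = 3) and 7447 ± 8264 CPM in those of control shrimp (n = 5), a log2 fold change of -1.69 (SE 0.88). Tropomyosin LOC113809272 (chromosome 41, 10952156 to 10956198), which lies along the actin filament, was at 309.8 ± 72.9 and 1099.97 ± 1152 CPM (-1.48, SE 0.87). Neither passed edgeR's test (adjusted p = 0.571 and 0.649). Of the 10 genes of the muscle list, which also holds non-muscle ones such as zip, 7 were negative (median -0.51, fry adjusted p = 0.234).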

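At the resolution of 0.2, 712 cells formed a HepVp9-like cluster, 2.07 ± 0.198% of the cells of infected (SD, n = 3) and 1.59 ± 1.20% of those of control shrimp (n = 5; two-sided exact permutation test, p = 0.500). The RYamide receptor (LOC113810793, chromosome 15, 14858254 to 15026540), which binds a neuropeptide, was at 406 ± 136 CPM in infected and 263 ± 128 CPM in control HepVp9-like cells, where background barcodes held 5.51 and 2.86 CPM. The von Willebrand factor A domain genes LOC113813092 and LOC113806365 were at 762 ± 226 and 1547 ± 355 CPM in infected and at 276 ± 144 and 1591 ± 809 CPM in control shrimp. Vitelline membrane outer layer protein 1 (LOC113819458) was at 1225 ± 453 and 1541 ± 1284 CPM, and chondroitinase-AC (LOC113799989) at 1196 ± 483 and 1004 ± 662 CPM.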

HepVp9 was characterized by the expression of RYamide receptor (*LOC113810793*), von Willebrand factor A domain-containing protein 7 (*LOC113813092*, *LOC113806365*), vitelline membrane outer layer protein 1 (*LOC113819458*) and chondroitinase-AC (*LOC113799989*) (**Supplementary Table 5**). When Infected_HepVp9 was compared to Control_HepVp9, the genes with greater expression enriched GO pathways regulation of RNA splicing (GO:0043484), hydrolase activity, hydrolyzing O-glycosyl compounds (GO:0004553) (**Figure 6**, **Supplementary Table 10**), and the KEGG pathway starch and sucrose metabolism (pvm00500) (**Figure 7**, **Supplementary Table 11**). 

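The mitochondrial uncoupling protein Bmcp (chromosome 24, 28544236 to 28589481) was at 125 ± 68.7 CPM in HepVp4/HepVp9-like cells of infected (SD, n = 3) and 19.5 ± 12.8 CPM in those of control shrimp (n = 5), a log2 fold change of 2.44 (SE 0.59, adjusted p = 0.516 from edgeR's quasi-likelihood test and 0.0305 from DESeq2). In the HepVp9-like cells of the resolution of 0.2 it was 2.52 (SE 0.65), where edgeR called 0 of 4947 genes (303 at an unadjusted p under 0.05), 1 without infected shrimp 3, and DESeq2 called 13. Alkaline phosphatase (LOC113808761) was at 297 ± 25.1 and 101 ± 83.1 CPM (1.41, SE 0.79). The Mrc1 genes LOC113820644 and LOC113818671 had log2 fold changes of -1.38 and -0.72, with 27832 and 9691 CPM in atlas shrimp 1. The alpha-amylases LOC113825898, LOC113817723, LOC113804635 and LOC113825904 had 0.15, -1.09, 0.38 and 0.35. Bmcp apart, no gene of this group reached an adjusted p under 0.05 with either tool.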

Control_HepVp9 expressed uncoupling protein (*Bmcp*), alkaline phosphatase (*LOC113808761*), *Mrc1* (*LOC113820644, LOC113818671*), alpha-amylases (*LOC113825898*, *LOC113817723*, *LOC113804635*, *LOC113825904*), and rho GTPase activating proteins (*RhoGAP19D*, *LOC113803245*, *LOC113821008*) (**Supplementary Table 8**).

## 4 Discussion

Pacific white shrimp are one of the most highly produced aquaculture species worldwide (1). The industry has been significantly impacted by the infectious disease AHPND caused by VP_AHPND_. VP_AHPND_ primarily targets the hepatopancreas, causing necrosis by the pore-forming PirA/B toxins. Several studies have investigated changes in gene expression of hepatopancreatic cells in response to both toxins and bacteria. However, the organ comprises several cell types and the bacteria may affect the cell types differently. The shrimp immune system lacks adaptive responses and consists of physical barriers, cellular, and humoral components (31). Hemocytes are the major immune cell in shrimp and responses include phagocytosis and apoptosis (32). Immune molecules, primarily found in the hemolymph, include antimicrobial peptides, the proPo system and proteases. The hepatopancreas is also responsible for the production of some of these hemolymph proteins (33). Our research examined the gene expression changes of hepatopancreas cells in response to VP_AHPND_ infection.

Our atlas dataset was produced from hepatopancreas cells from three healthy shrimp (*L. vannamei*), and nine clusters were found. Most clusters had distinct transcriptional profiles, illuminating the potential function of the cells which may represent cell-types or cell-states. The known cell types of the hepatopancreas are E-cells, R-cells, F-cells, B-cells and M-cells. Additionally, hemocytes, phagocytic cells and smooth muscle cells are associated with hepatopancreas. We attempted to identify hepatopancreas cells; however, current cell-type markers and functional characterization were insufficient for cell annotation in most cases, excluding hemocytes which are well characterized. Furthermore, the expression of known cell markers for a cell type were not expressed by a single cluster. For example, F-cells were demonstrated to express *Bgbp* and hemocyanin in normal conditions in *L. vannamei* via *in situ* hybridization (7) and known to secrete digestive enzymes (5, 34). However, *Bgbp* and hemocyanin were expressed by Hep3 and digestive enzymes were expressed by Hep7, indicating these may be two distinct cell types. Some cells, such as B-cells and M-cells, do not have distinct markers or clearly defined functions. Therefore, there is not enough functional knowledge regarding hepatopancreas cell gene expression to definitively annotate the cells, and further experiments visualizing expression in the cells, such as using *in situ* hybridization, are required to confirm the identity of these transcriptionally distinct clusters.

Our infection study examined the changes of cell types and cell proportions of the hepatopancreas across VP_AHPND_ infected and control shrimp one hour post infection. Our data showed there were changes in the proportion of cells between treatment groups with both increased and decreased proportions in response to infection. The clusters with lower cell numbers (HepVp3/6/7) in the infected population may be undergoing apoptosis or directly targeted by the VP_APHND_ PirA/B toxins. The cells from the infected group did not enrich apoptosis related pathways suggesting that cell death is more likely related to infection. One of these clusters, HepVp6, represent hemocytes as they express proPO, ALFs, CTL and lysozyme (35). A previous infection study found that the total hemocyte count was lower in infected shrimp compared to mock treated shrimp (36). The clusters with higher cell numbers (HepVp1/4) in the infected group may be the result of proliferation or differentiation. These are characterized by high expression of genes transcribing humoral proteins such as proteases (trypsin, chymotrypsin, cathepsin L, legumain), lysozyme and CTLs, which suggest the cells mainly have humoral immune properties. Increases in the number of cells are expected if the cells are not specifically targeted by the pathogen and are responding immunologically. For example, the count of proPO expressing hemocytes increased in red swamp crayfish (*Procambarus clarkii*) and Japanese mittin lobster (*Parribacus japonicus*) in response to lipopolysaccharide stimulation (35). Considering the hemocyte population was almost eliminated in the infected population, other immune mechanisms may be more important for defending against VP_AHPND_.

Cluster HepVp3 exhibited expression consistent with endocytosis which could represent phagocytosis or internalization of nutrients from the hepatopancreas lumen. Signatures of endocytosis such as *Ssc5d* and *Rab5*, and genes with immune functions including killer cell lectin-like receptor 5, *Ly75*, and *Cd68* were expressed. *Ssc5d* is a scavenger receptor, and these receptors that can bind multiple ligands for the removal of non-self and apoptotic cells (37, 38). Scavenger receptors in several crustacean species are shown to act as PRRs and are involved in phagocytosis (39, 40). *Rab5* is a small GTPase marker of early endocytosis and regulates vesicle trafficking; its effector molecule *Eea1* is also highly expressed (41). In response to infection, the pathways relating to endocytosis and lysosomes are enriched. Therefore, the expression of this HepVp3 indicates that it could have potential immune functions beyond endocytosis of nutrients, but further experiments are required to determine if these are phagocytic immune cells or hepatopancreatic cells (such as B-cell) with infrastructure for both nutrient and immune-related endocytosis. As these cells are responding to the infection of VP_AHPND_, this characterization is important to determine.

In response to infection, the hepatopancreatic cells increased expression of PRRs. Many PRRs were found in the dataset, and a subset had increased expression in Infected_HepVp1/4/5/6/8/9. These include *Bgbp* and a suite of CTLs (including *Mrc1*, *Clec4F*, hepatic lectin, GalNAc-specific lectin, Nattectin-like). PRRs are ubiquitously expressed by cells and initiate an innate immune response upon activation. Activated pathways depend on the pathogen and include the Toll pathway, immune deficiency (IMD) pathway and JAK/STAT pathway (31). Hepatic lectin was shown to function as a PRR for both Gram-negative and Gram-positive bacteria in *Danio rerio* (42). The *Mrc1* is involved in pattern recognition but also has functions in other processes such as homeostasis (43). While the role of *Clec4F* interaction in shrimp response to white spot syndrome virus (WSSV) has been recently characterized (44), its role in bacterial infections is not well understood. Nattectin-like was recently characterized in red swamp crayfish (*Procambarus clarkii*) and RNA interference caused significant downregulation of immune genes (45).

Beyond cellular immunity, the cells exhibited strong expression of humoral immunity components. The humoral immunity factors are soluble effector molecules that are secreted to combat pathogens and include proPO, lectins, agglutinins and anti-microbial peptides (AMPs). The main factors with increased expression were hemocyanin, proteinases, lysozyme and CTLs.

After infection, hemocyanin expression was increased in eight clusters. Hemocyanin, in addition to being an oxygen carrier, has immune functions. Hemocyanin can agglutinate VP_AHPND_, neutralize the toxins effect *in vivo*, and was demonstrated to specifically interact with PirA (46, 47). In response to VP_AHPND_, expression of hemocyanin rapidly increases within 3 hpi and significantly declines after 6 hpi (46). Other infection studies have demonstrated that VP_AHPND_ exposure regulates hemocyanin expression in *L. vannamei* (13, 14, 17, 48, 49). Resistant *L. vannamei* shrimp families have greater baseline expression levels of hemocyanin than shrimp from susceptible families, indicating the importance of hemocyanin in host defense against VP_AHPND_ (15). However, several studies report that hemocyanin had reduced expression in infected shrimp (14, 17, 49). There are 21 hemocyanin annotations in the reference genome used herein, and some conflicting reports may be due to the specific gene detected. Another factor may be due to sampling time, as we know that hemocyanin expression is downregulated at late stages of infection (46). Lastly, differences may be observed between bulk and scRNAseq studies. While bulk RNAseq is a powerful method of studying gene expression, the expression is averaged for the cells in heterogenous tissues, leading to rare cell types or transcripts being masked in the data (50). ScRNAseq enables the gene expression to be examined at the individual cell resolution (50). Thus, expression at the tissue level and individual cell level can vary leading to different results.

Consistent with previous research (12), *Fabp* expression was greater in infected shrimp compared to the control for seven clusters (HepVp1/2/4/5/6/7/8). *Fabp* likely has immune functions in shrimp as expression of *Fabp* in muscle increased in response to WSSV infection (51) and in *F. chinensis* intestine when infected with WSSV (52). Fabp typically binds to fatty acids for transport, playing a key role in lipid metabolism (53). Fabp has been demonstrated to promote VP_AHPND_. Fabp was shown to interact with the PirB toxin through two-hybrid yeast pairwise analysis (12). The involvement of Fabp in VP_AHPND_ infection was demonstrated *in vivo* through RNAi, where shrimp with *Fabp* silenced had increased survival rates following VP_AHPND_ infection (12, 54). Therefore, the pathogen appears to be exploiting this protein during infection of the hepatopancreas.

The cells from the infected group exhibited potential changes in energy metabolism. Infected_HepVp1/2/5/7 showed differential regulation of genes involved in oxidative phosphorylation. Carbohydrate and carboxylic acid metabolism are also enriched for several clusters which may relate to glucose metabolism and the TCA cycle. These pathways are implicated in mitochondrial function, which can be altered during bacterial infections to promote host immune response and by intracellular bacteria to exploit the hosts energy production system (55). Oxidative phosphorylation was associated with susceptibility to VP_AHPND_ as proteins in this pathway were upregulated in susceptible shrimp after infection but not for resistant shrimp (18). Further, changes in metabolic gene expression were more evident in susceptible shrimp compared to resistant shrimp (15, 18). As oxidative phosphorylation is upregulated in susceptible shrimp, the metabolic dysregulation may be a direct result of bacteria interference, promoting pathogenicity. Changes in energy metabolism in diverse arthropod species to bacterial infections have been detected (56, 57). However, the role of energy metabolism during infection is not understood.

In our hands, preparing single cell suspensions at later time points was challenging, likely due to the cell damage caused by the toxins. Our lab previously used bulk RNAseq to examine shrimp immune response at 1 hpi, 2 hpi, 4 hpi, and 6 hpi after exposure to recombinant PirA/B toxin and found the most differentially expressed genes at 4 hpi, so that timepoint could more closely correspond to the peak of the immune response (14). At 1 hpi and 4 hpi, MAPK signaling was detected and at 2 and 4 hpi, GTPase activity was significant. At 4 hpi, actin cytoskeleton organization and endocytosis were also significant, which may relate to the responses observed in HepVp3 cells. Examination of hemocyanin expression after immersion in 10^6^ CFU/ml of VP_AHPND_ showed that increased expression was sustained for at least 6 hpi and was down regulated at 24 and 48 hpi (46). Another study examined gene expression at 6 and 12 hpi in resistant and susceptible shrimp after immersion in 5 x 10^6^ CFU/ml and found that immune responses were sustained in the resistant families at 12 hpi (15). Therefore, the maintenance of immune response is likely affected by the genetic background of shrimp. In the current study, shrimp were infected with whole *Vibrio* cells via reverse gavage which delivers bacteria directly to the hepatopancreas. The bacteria are continuously producing toxins, and so we expect to see host responses earlier than toxin exposure studies. We also expect a faster response with reverse gavage compared to immersion studies.

## 5 Conclusions

This study investigated the single-cell transcriptome of the healthy shrimp hepatopancreas and transcriptomic responses of hepatopancreatic cells to VP_AHPND_ at single-cell resolution. Using this technology identified transcriptionally distinct cell populations and their responses to the VP_AHPND_ at 1 hour post-infection. Consistent with previous research, immune and metabolic changes occurred in the cells. Our analysis provides a basis for additional functional research, such as the properties of humoral immune proteins in host defense and energy metabolism in AHPND progression. Gene silencing or overexpression studies could further elucidate the function of specific genes, and thereby enable an understanding if expression is beneficial or detrimental to shrimp survival. Additionally, our data may be used to further characterize the hepatopancreas *in situ*.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE306674.

# Supplementary material for: Single-cell transcriptomics of Pacific white shrimp (Litopenaeus vannamei) hepatopancreas reveal immune and metabolic responses to AHPND-causing Vibrio parahaemolyticus
**Source:** Front Immunol. 2026 Jan 27;17:1713369. doi: 10.3389/fimmu.2026.1713369
**Supplement:** Supplementary file 1

Supplementary Material

^
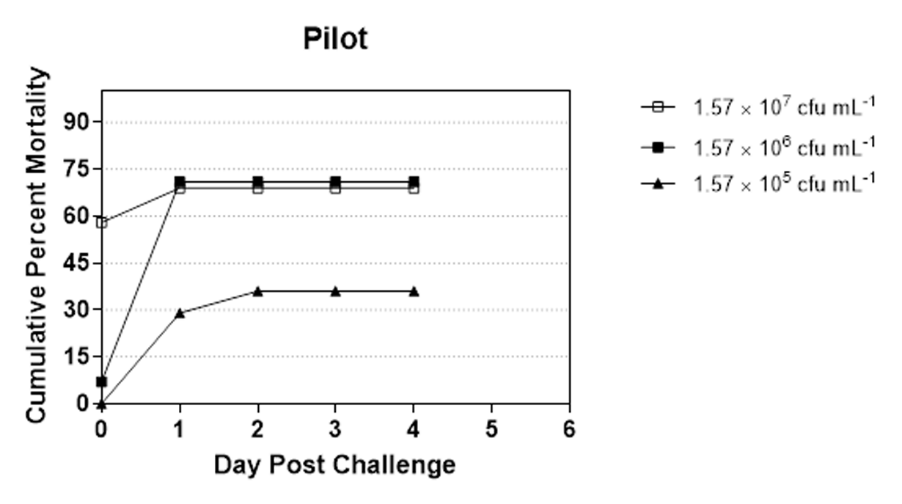
^

**Supplementary Figure 1.** Mortality of shrimp infected with low (n = 45), medium (n = 45) and high (n = 45) doses of VP_AHPND_.

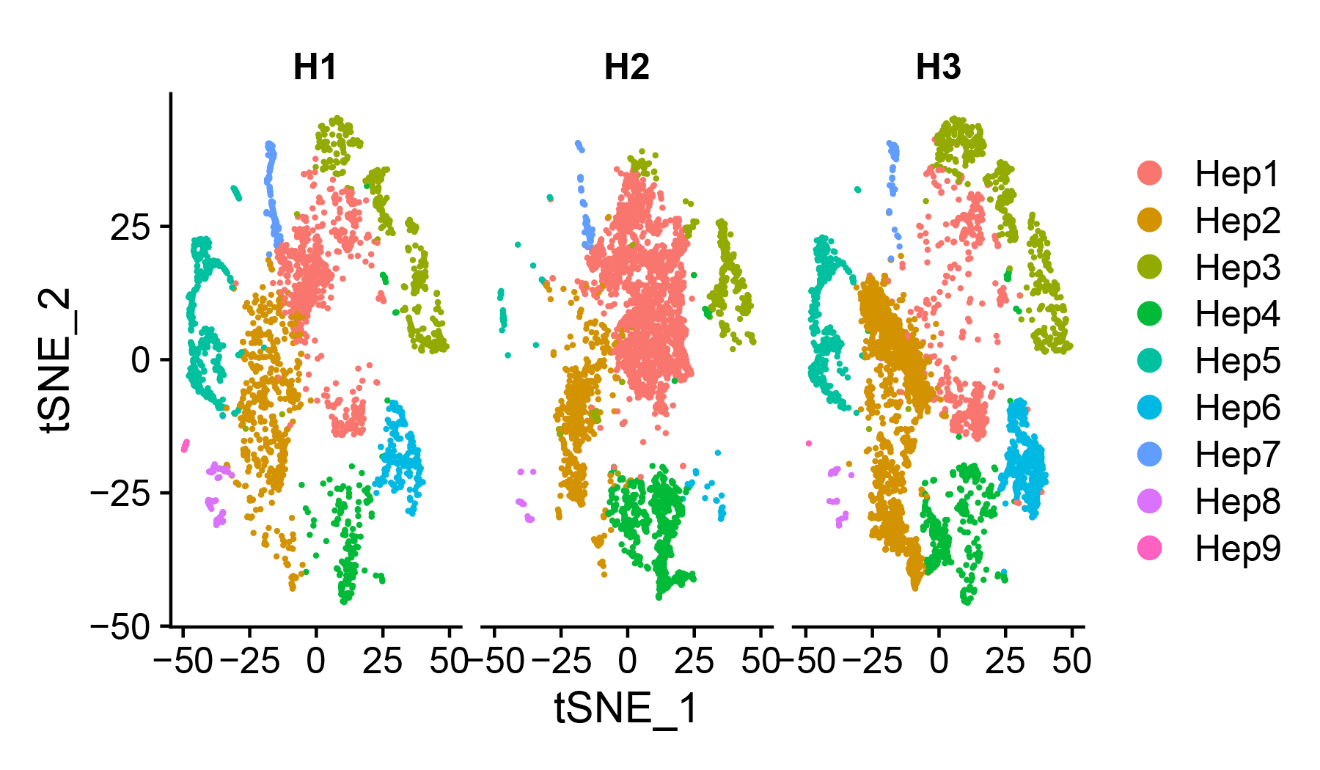
**Supplementary Figure 2.** Atlas tsne plot separated by individual sample.

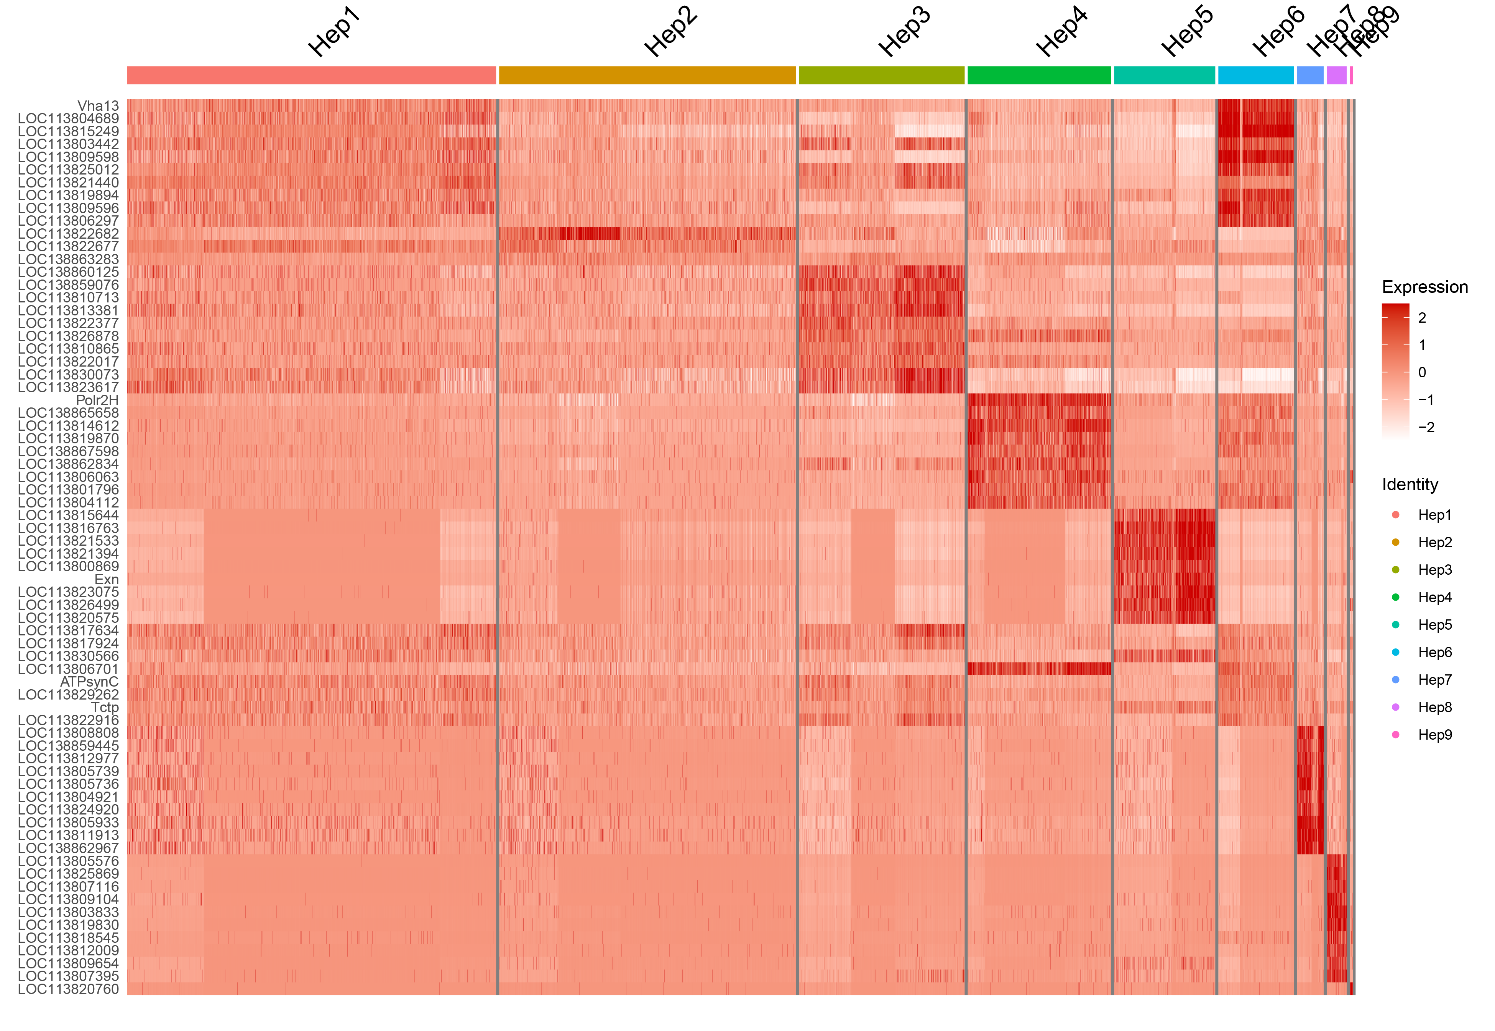

**Supplementary Figure 3.** Heatmap displaying top 10 differentially expressed genes for atlas clusters.

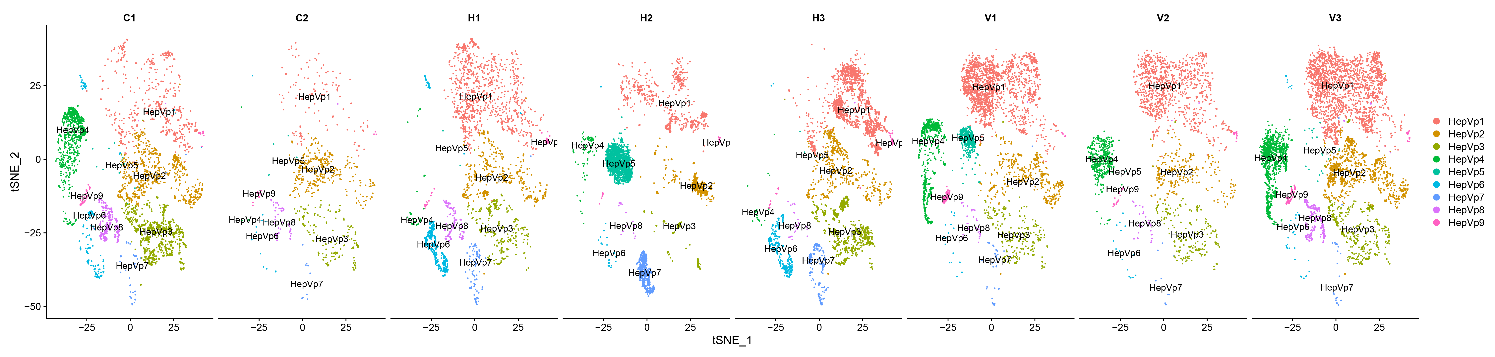

**Supplementary Figure 4.** Infection study tSNE plot separated by individual sample.

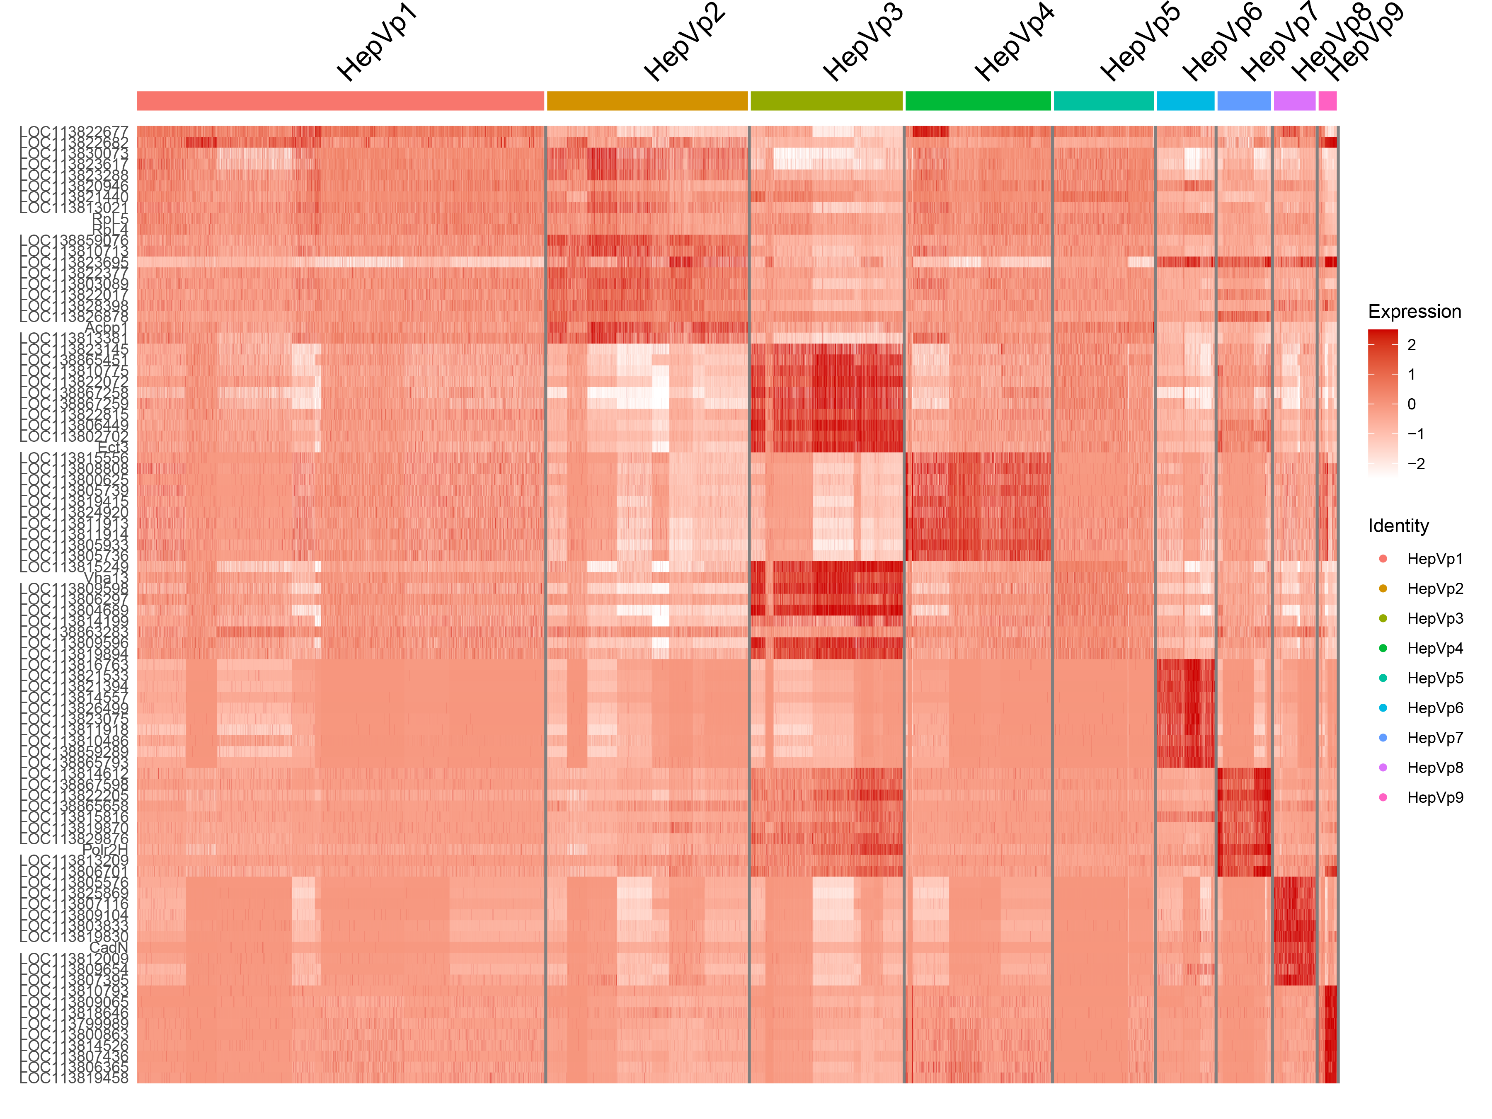

**Supplementary Figure 5.** Heatmap displaying top 10 differentially expressed genes for the infection study clusters.

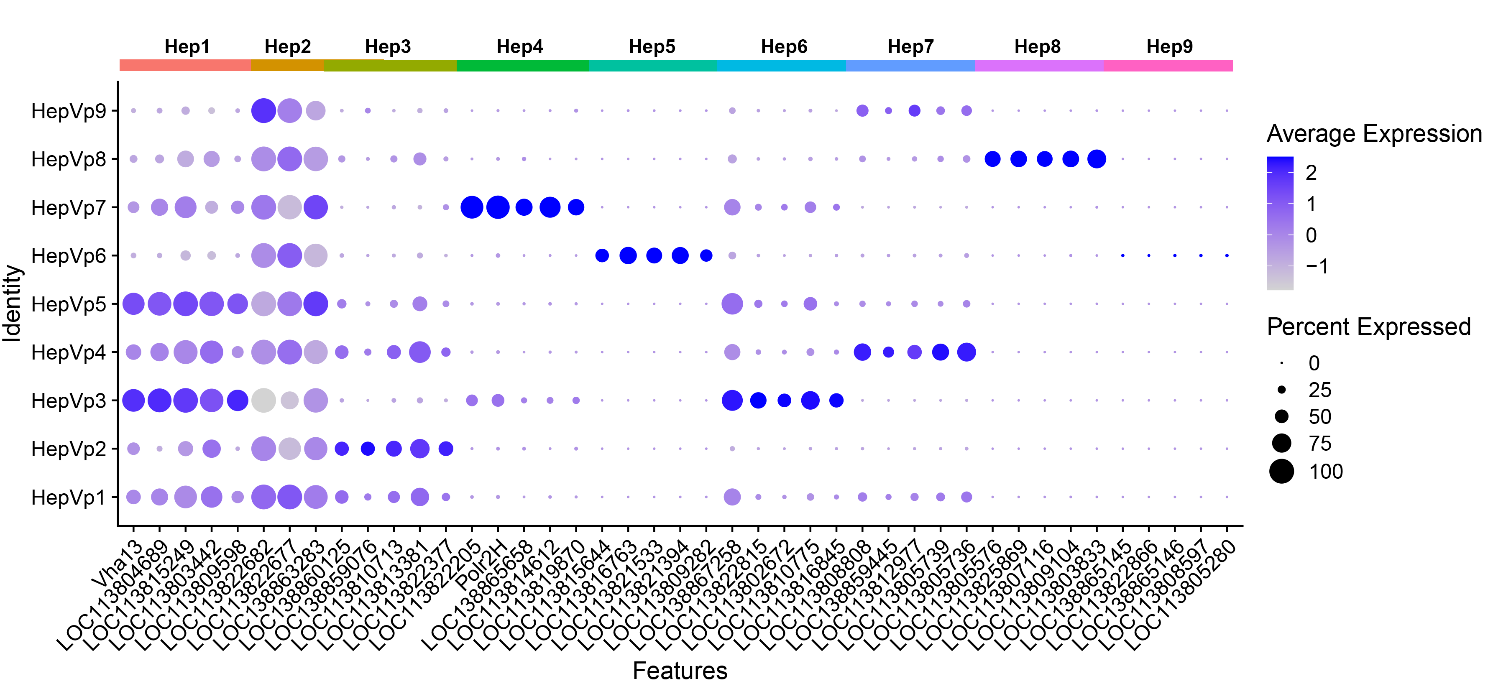

**Supplementary Figure 6.** Dot plot of top DE genes identified in the hepatopancreas atlas (Figure 2B) with the Average Expression of the genes in the *V. parahaemolyticus* infection data. This figure was used to identify matching clusters with similar expression across datasets.

How the deposited data were processed for this re-analysis (not part of the article)

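Single-cell RNA libraries (10x Genomics 3' chemistry) were made by the authors from the hepatopancreas of 8 shrimp, 3 for the atlas, 2 mock treated and 3 infected, with 1 library per shrimp and in 2 batches, the atlas being one of them. The authors aligned the reads with Cell Ranger 8.0.1, counted exonic and intronic UMIs and forced 10000 barcodes per library. Each matrix holds raw UMI counts per gene and barcode, without normalization and without a filter on UMIs, genes, mitochondrial share or doublets; the values were checked to be whole numbers, and the libraries hold between 7225680 and 82625596 UMIs. All gene identifiers matched the RefSeq table of the genome build. For each of 28 pairs of libraries the counts were checked for copies of one another, and none was found (chi-squared per degree of freedom between 142 and 802). The paper's Supplementary Tables 9 to 13 and the authors' cell annotation were not analysed here.

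Barcodes with fewer than 4000 genes, more than 500 UMIs and less than 45% mitochondrial UMIs were kept, the paper's limits read as those of the cells kept, and the highest-scoring 0.4% per 1000 barcodes were removed as doublets by Scrublet (in scanpy 1.11.5), since scDblFinder was not at hand. This left 39789 cells, with medians between 648 and 4290 UMIs per cell and library. Counts were normalized by SCTransform (sctransform 0.4.2 with Seurat 5.3.0), integrated over 3000 genes by anchors for the atlas (30 dimensions, resolution 0.2) and by the harmony algorithm, written anew (theta 2, sigma 0.1, lambda 1), over the 2 batches for the infection study (20 dimensions, resolution 0.1). A cluster was named after the paper's cluster with at least 3 of its 10 leading markers among the cluster's own 10 (2 for Hep2, which has 3), with a joint name where at least 8 markers of another were among its 50 leading genes. In alternative clusterings, clusters that missed this rule were named by the cells they shared with the main clusters. This holds for HepVp1-like clusters at the resolution of 0.2, with more than 1000 UMIs, with less than 20% mitochondrial UMIs and without integration. The 2000 barcodes with the fewest UMIs of each library served as background, without a mitochondrial limit.

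UMIs were summed per shrimp and cluster where at least 10 cells were present. Infected shrimp were compared with the 5 controls, as in the paper, and in a fit of 3 groups with the mock treated shrimp alone, and mock treated with atlas shrimp, by edgeR 4.0.16 (TMM, its default filter on low counts, quasi-likelihood test) and DESeq2 1.42.0 (Wald test), with Benjamini-Hochberg adjustment and a threshold of 0.05. On data simulated with the depth of each cluster and of all cells, edgeR recovered 89.0 (all cells) to 100% (HepVp7-like) of 16-fold and 31.2 (all cells) to 84.0% (HepVp7-like) of 4-fold changes against 5 controls, with 35.9% of the latter in HepVp6-like cells, and 56.8 to 95.0% and 2.08 to 53.1% against the mock treated shrimp. Without any simulated change edgeR called at most 2 genes in a comparison, while DESeq2 called up to 33 against 5 controls, 50 against the mock treated shrimp and 27 between mock treated and atlas shrimp. In the simulation atlas and mock treated shrimp had the same mean levels, while the real ones differed. The shares recovered and the false calls against 5 controls therefore need not hold for the real data. Shares of clusters were compared by exact permutation over 56 splits of 3 against 5 shrimp (smallest p 0.017857) and 10 splits of 3 against 2 (smallest p 0.1). The genes of the atlas clusters were described, not tested.

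The 19 gene lists were fixed as patterns on the descriptions in the paper's Supplementary Tables 2, 5 and 8: cytosolic ribosomal proteins, nuclear oxidative phosphorylation, V-type proton ATPase, digestive enzymes, lectins and other pattern recognition, hemocyanin, antimicrobial and melanization, Toll, IMD and NF-κB signaling, detoxification, antioxidant, acyl-CoA and lipid transport, glycolysis, heat shock and chaperones, immediate early and stress transcription factors, endocytosis and lysosome, metallothionein and ferritin, chitin binding, muscle and hemocyte genes. They were tested with fry and camera (limma 3.58.1), with adjustment over the lists of a cluster, and by adjusting the p of their members over the list alone. Hemocyanin and Toll, IMD and NF-κB signaling have 2 members each and were too small for fry. Counts of members that the study listed as changed come from a copy of Supplementary Table 8 that stops within HepVp7, so they are lower limits. The genes named are those the paper names in the sentence beside which the values stand (their values in the paper's tables had been seen), the 3 genes with the largest change in each direction among those called with every infected shrimp beyond every control, and at most 4 members with the smallest p per list and cluster; 1 group of genes that the paper names for HepVp9 is not reported here.

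The comparisons, tests, lists and this rule were set before the data were examined, as were these alternatives: DESeq2, RLE size factors, no low-count filter, no rRNA and mitochondrial genes, at least 30 cells, the replicate number as a block, the paper's fold threshold, each library left out, camera, no doublet removal, more than 1000 UMIs, less than 20% mitochondrial UMIs, a resolution of 0.2 (0.4 for the atlas), no integration, clusters formed without called genes, and cells pooled per group. Added after the data were seen were the tests of HepVp4-like, HepVp5-like and HepVp9-like cells at the resolution of 0.2, barcodes with more than 2 times the median UMIs of the background, and clusters formed without the 140 genes that DESeq2 called over all cells, because edgeR called 0 there (729 at an unadjusted p under 0.05). Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and R 4.3.3 (irlba 2.3.5.1) were used.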

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

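The tests of free RNA, of the depth of the barcodes, of a cell type of its own and of a response within HepVp2-like cells were chosen after the results were seen, as was the count of splits by unadjusted p, while the count of splits by calls was planned. Immune and digestive genes of single control shrimp lay far from those of the other 4 controls. Of 95 groups of 5 controls, 24 held such a value by Dixon's Q, whose limit gives about 1 in 20 groups for independent, normal values. Here the values were not on a log scale, the controls span 2 batches, and the groups reuse the same shrimp. This rate therefore does not apply, and the excess over it decides nothing. Mock treated shrimp 1 stood high in HepVp1-like cells for lysozyme LOC113805933 (2566 CPM, others 97.6 to 767), astacin LOC113826343 (818 CPM, others 2.38 to 61.3), Nattectin-like LOC138864390 (921 CPM, others 34.9 to 186), Clec17A-like LOC138866223 (358 CPM, others 10.3 to 63.8), trypsin LOC113815556 (294 CPM, others 12.7 to 60.5), chymotrypsin LOC138859443 (238 CPM, others 10.3 to 62.7) and trypsin LOC113825851 (149.8 CPM, others 3.97 to 27.9). In the same cells mock treated shrimp 2 stood high for legumain LOC113827868 (599 CPM, others 57.1 to 189). In HepVp6-like cells mock treated shrimp 1 stood high for Krueppel-like factor 13, LOC113799918 (373 CPM, others 0 to 24.4), the lipoprotein receptor LOC113811552 (298 CPM, others 0.795 to 79.2) and cactus LOC113823636 (1442 CPM, others 92.2 to 164), and atlas shrimp 1 for the anti-lipopolysaccharide factor LOC113820510 (8669 CPM, others 321 to 2321). In HepVp8-like cells mock treated shrimp 1 stood high for Nfkb1, LOC113806131 (2566 CPM, others 98.5 to 796) and cactus LOC113823636 (1318 CPM, others 0 to 366).

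In HepVp4/HepVp9-like cells atlas shrimp 1 stood high for the mannose receptors Mrc1, LOC113820644 (27832 CPM, others 30.2 to 3369.97) and LOC113818671 (9691 CPM, others 90.5 to 1582), for the lectins LOC113805525 (19828 CPM, others 50.3 to 2597) and LOC113805524 (8156 CPM, others 0 to 1510.2), for Bgbp, LOC113807222 (9188 CPM, others 0 to 2656), elongation factor 1-alpha, LOC113820946 (1415 CPM, others 161 to 521) and lifeguard 1, LOC113823324 (505 CPM, others 122 to 211). Mock treated shrimp 2 stood high there for the alpha-amylases LOC113825904 (4039.8 CPM, others 20.1 to 581) and LOC113825898 (1484 CPM, others 2.70 to 226). Atlas shrimp 2 stood low in HepVp3-like cells for Rab1 (189.7 CPM, others 597 to 753).

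HepVp1-like barcodes were more frequent in infected shrimp (53.0%) than in the 5 controls (33.4%), though not past the exact test. In 7 of 8 libraries they carried the markers of the other clusters near the level of the background barcodes, and in 2 of 8 their own markers clearly above it or the others' clearly below it. But in 6 of 8 libraries, all 3 infected ones among them, 33.9% to 69.9% of the HepVp1-like barcodes were themselves among the 2000 background barcodes, so that droplets with free RNA and no cell and a cell type that grows or persists in infection cannot be told apart. With a UMI minimum in proportion to the background barcodes (1.33 times their median) the share was 18.8 ± 5.84% in infected (SD, n = 3), 21.0 ± 19.9% in control (n = 5) and 3.65 ± 0.981% in mock treated shrimp (n = 2). The difference was then -11.1% of its former size against the controls and 47.1% against the mock treated shrimp, and because these 2 values part, the depth at which barcodes are kept and infection cannot be told apart for this cluster.

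Hemocyanin LOC113830073 was at 25547 CPM in the background barcodes of infected shrimp, against 7403 CPM in the 5 controls and 5029 CPM in the mock treated shrimp. Background barcodes had no mitochondrial limit. Mitochondrial genes took 30.7% and 63.8% of their UMIs in mock treated shrimp 1 and 2, and 27.5%, 32.7% and 18.1% in infected shrimp 1, 2 and 3. This lowers the CPM of all other genes in the background of mock treated shrimp 2. The hemocyanins, the acyl-CoA genes, superoxide dismutase and aldehyde dehydrogenase had a higher mean in infected than in control shrimp in 71 of 72 pairs of gene and cluster, with Acbp1 from -0.19 (cluster 8) to 0.66 on the log2 scale (HepVp3-like), and none passed edgeR's test. In HepVp3-, HepVp6-, HepVp7- and HepVp8-like cells the median over these 8 genes and 4 clusters was 0.399 times the background level, with 26 of 32 values below it and up to 2.43 times (LOC113825012 in HepVp3-like cells); the log2 fold changes differed from the background's by -1.15 to 0.71, to both sides, so free RNA that enters every droplet and a change within these cells cannot be told apart. In HepVp2-like cells they lay at 2.04 times the background level, and every infected shrimp was above every mock treated shrimp for 4 of the 8, genes that the paper gives as higher in these samples, so that this count decides nothing. For 8 of 8 the log2 fold change there was smaller than in the background barcodes (by 0.059 to 0.68) so a response within HepVp2-like cells and free RNA cannot be told apart either.

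The 2 kinds of control that the paper pools differed from each other. Between mock treated and atlas shrimp edgeR called 293 genes summed over the 9 clusters (235 higher and 58 lower in mock treated shrimp; DESeq2 1456), a contrast the paper does not report. The sum was 82 without mock treated shrimp 2, 491 without mock treated shrimp 1 (the 1 mock treated shrimp left was assumed to vary like the other groups), 180 without atlas shrimp 3 (where the balance turned, with 81 higher and 99 lower), 373 without atlas shrimp 1 (218 higher and 155 lower), and 147, 149 and 162 without infected shrimp 1, 2 and 3. Sequencing batch, temperature, salinity, weight, fasting and gavage all change between these groups and cannot be told apart.

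Chance cannot be excluded for any count of genes called between infected shrimp and 5 controls. Setting the 3 atlas shrimp against the other 5 gave 421 calls in HepVp1-like, 94 in HepVp2-like, 467 in HepVp3-like and 450 in HepVp7-like cells and 548 over all cells, the highest of the other splits, where the real split gave 0 and all 56 of 56 splits gave at least as many. This points to a structure of the samples that follows the batch, and within the infection batch edgeR called 0 genes against the mock treated shrimp in these 4 clusters (346, 242, 161 and 299 at an unadjusted p under 0.05; DESeq2 0, 5, 3 and 0) and over all cells (335; DESeq2 15). The real count was also 0 in HepVp4/HepVp9-like (highest other 3), HepVp6-like (7) and cluster 2 cells (9), with 56 of 56 splits as high, and in cluster 8 (highest other 0), with 35 of 35; with a real count of 0 every split is as high, so these counts decide nothing. The 1 call in HepVp8-like cells was reached by 4 of 56 splits, the highest other with 15 calls, and by genes at an unadjusted p under 0.05 as many as in the real split came in 7 (HepVp8-like, 118 genes) to 23 of 56 splits (HepVp4/HepVp9-like, 243 genes), and in 16 of 35 in cluster 8.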

How the results depend on the processing

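The tests at the resolution of 0.2 for HepVp4-like and HepVp9-like cells, with barcodes over 2 times the background depth and of clusters formed without the genes that DESeq2 called were chosen after the results were seen. The difference in cluster share between infected and control shrimp kept its direction and its side of the threshold in 129 values under alternatives against 5 controls and in 104 against the mock treated shrimp, and reversed in 7 and 5. For HepVp2-like cells (-1.99 percentage points against 5 controls) it reversed with all cells of a group pooled (0.548), and with one library left out it ran from -5.40 to 3.17, reversed without infected shrimp 1 and without mock treated shrimp 2. With only barcodes over 2 times the background depth it reversed against 5 controls for HepVp1-like (-3.34), HepVp2-like (2.95), HepVp3-like (1.75) and cluster 2 cells (10.7), and against the mock treated shrimp for cluster 2 (10.9) and cluster 8 (0.511). With less than 20% mitochondrial UMIs HepVp7-like cells reversed against the mock treated shrimp (-0.265). Against the mock treated shrimp and with one library left out, HepVp4/HepVp9-like cells ran from -0.159 to 3.54 (reversed without mock treated shrimp 2) and cluster 8 from -3.03 to 0.0977 (reversed without mock treated shrimp 1). The cause was not tested. No HepVp4/HepVp9-like cluster formed with less than 20% mitochondrial UMIs, with more than 1000 UMIs or at the resolution of 0.2. There a cluster was named HepVp4-like instead, with a HepVp9-like one beside it only at the resolution of 0.2. The mitochondrial limit of 20% left 24830 and the minimum of 1000 UMIs left 25155 of 39789 cells.

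Against 5 controls, DESeq2 called 67 (HepVp1-like), 10 (HepVp2-like), 11 (HepVp3-like), 8 (HepVp4/HepVp9-like), 7 (HepVp6-like), 4 (HepVp7-like), 34 (HepVp8-like), 60 (cluster 2), 140 (all cells). Without the low-count filter edgeR called 9 (HepVp1-like), 104 (HepVp4/HepVp9-like), 61 (HepVp6-like), 46 (HepVp7-like), 317 (HepVp8-like), 56 (cluster 8), with the replicate block 17 (HepVp1-like), 30 (HepVp2-like), 23 (HepVp8-like), with at least 30 cells 0 (HepVp8-like) and with barcodes over 2 times the background depth 1 (HepVp1-like). At the resolution of 0.2 HepVp4-like cells had 5 calls (DESeq2 62) and HepVp9-like cells 0 (DESeq2 13). With one library left out the counts ran from 0 to 138 (HepVp1-like), 0 to 3 (HepVp2-like), 0 to 1 (HepVp3-like), 0 to 2 (HepVp4/HepVp9-like), 0 to 4 (HepVp7-like), 0 to 9 (HepVp8-like), 0 to 6 (cluster 2), 0 to 1 (all cells). Against the mock treated shrimp, DESeq2 called 5 (HepVp2-like), 3 (HepVp3-like), 2 (HepVp4/HepVp9-like), 6 (HepVp8-like), 14 (cluster 2), 15 (all cells), edgeR without the low-count filter 178 (HepVp1-like), 218 (HepVp2-like), 125 (HepVp3-like), 55 (HepVp4/HepVp9-like), 8 (HepVp6-like), 68 (HepVp7-like), 115 (HepVp8-like), 129 (cluster 2), with the replicate block 17 (HepVp2-like), 4 (HepVp4/HepVp9-like), 21 (HepVp8-like), with at least 30 cells 5 (cluster 8, 1 mock treated shrimp), and at the resolution of 0.2 in HepVp4-like cells 43 (1 mock treated shrimp; DESeq2 3; HepVp9-like 2 with DESeq2). With one library left out they ran from 0 to 7 (HepVp2-like), 0 to 2 (HepVp3-like), 0 to 26 (HepVp4/HepVp9-like), 0 to 3 (HepVp7-like), 0 to 1 (HepVp8-like), 0 to 43 (cluster 2), 0 to 3 (all cells); where 1 mock treated shrimp was left, it was assumed to vary like the other groups. Between mock treated and atlas shrimp the sum over clusters was 1456 with DESeq2, 3523 without the low-count filter and 82 to 491 with one library left out, and the 1 call over all cells became 855 with DESeq2, 0 with RLE size factors, 0 with the replicate block, 0 with barcodes over 2 times the background depth and 0 to 32 with one library left out. The other counts, 118, 116 and 7 of them in the 3 comparisons, stayed within 1.5 times (most of them 0 in the main fit), among them those of the clusters formed without DESeq2's genes, and the 1 call in HepVp8-like cells also passed the paper's fold threshold of 0.5. The cause was not tested.

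With an estimated correlation (camera) the number of lists that changed against 5 controls was 0 in HepVp1-like (1 with fry), 0 in HepVp2-like (1), 1 in HepVp8-like (4) and 0 in cluster 2 cells (1), and 0 against the mock treated shrimp in HepVp8-like cells (1); with RLE size factors it was 3 in HepVp1-like cells. The other counts of lists, 15 and 19 in the 2 comparisons, stayed within 1.5 times. Of the log2 fold changes of named genes, 5800 stayed the same, 325 changed sign without passing the threshold in either, and 24 came to pass the threshold with the same sign; of the levels of atlas genes 98 stayed within 1 SD and 4 moved. Shrimp of the 3 groups share only a replicate number: over the 7 pairs of the same number the deviations from the group means in 8160 genes correlated between -0.0276 and 0.320 (6 over 0.1), and not every shrimp correlated best with its own number, infected shrimp 1 doing so with atlas shrimp 2 (0.143). The atlas gave 10 clusters, 14 at the resolution of 0.4 and 11 without doublet removal. On counts simulated for HepVp1-like cells, with atlas and mock treated shrimp alike, edgeR recovered 69.3% of 4-fold and 98.9% of 16-fold changes against 5 controls (6 false of 156 calls among 5741 genes). Against the mock treated shrimp it recovered 15.8% and 83.3%, so it mostly missed 4-fold changes within the infection batch there. DESeq2 recovered 83.0% and 100% with 28 false of 191 calls against 5 controls.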

Differences from the paper's values

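The tests at the resolution of 0.2, whose values for HepVp4-like cells stand below, were chosen after the results were seen, as were those with barcodes over 2 times the background depth and of clusters formed without the genes that DESeq2 called; all other alternatives were set before the data were examined. The filters kept 6376 cells of atlas shrimp 3 (the paper's 4092), 3389 of infected shrimp 2 (the paper's 2114) and 1558 of mock treated shrimp 2 (the paper's 812). Of 3 alternatives, less than 20% mitochondrial UMIs closed all 3 gaps, more than 1000 UMIs closed those of atlas shrimp 3 and infected shrimp 2, and no doublet removal closed none.

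HepVp4/HepVp9-like cells were 2.99% of control cells (the paper's 6.4% for HepVp4) and 5.47% of infected cells (the paper's 20.3%), as the mean over shrimp. None of the 11 alternatives in which the joint cluster formed closed either gap. The joint cluster is not the same group as HepVp4: it has 1676 cells, against 2511 HepVp4-like cells at the resolution of 0.2. Under the 3 other alternatives a cluster was named HepVp4-like, with a HepVp9-like one beside it only at the resolution of 0.2. Of infected and control cells it held 12.9 ± 2.27% and 3.26 ± 5.21% with less than 20% mitochondrial UMIs. With more than 1000 UMIs it held 11.3 ± 2.75% and 3.66 ± 2.29%, and at the resolution of 0.2 it held 3.70 ± 2.03% and 7.74 ± 9.79%. The control value came within its SD of the paper's under the mitochondrial limit and at the resolution of 0.2, and the infected value under none. HepVp6-like cells were 0.379% of infected cells (the paper's 0.6%); of 14 alternatives, less than 20% mitochondrial UMIs, more than 1000 UMIs, no integration and leaving out infected shrimp 1 closed the gap and the other 10 did not. HepVp7-like cells were 4.29% of infected cells (the paper's 0.7%), and of 14 alternatives less than 20% mitochondrial UMIs closed the gap.

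The paper lists 318 changed genes in HepVp1, 92 in HepVp2, 170 in HepVp3, 157 in HepVp4 and 51 in HepVp6, from a test that takes cells as replicates, with adjusted p under 0.05, a log2 fold change over 0.5 and presence in 25% of cells; the counts are those of its Supplementary Table 8, whose copy used here is complete for HepVp1 to HepVp6 and stops within HepVp7. With shrimp as replicates, adjusted p under 0.05 and no minimum for the fold or the share of cells, edgeR called 0 genes in each of these 5 clusters (510, 341, 352, 243 and 81 at an unadjusted p under 0.05; DESeq2 67, 10, 11, 8 and 7). None of 15 alternatives closed the gap for HepVp1-like, HepVp2-like, HepVp3-like or HepVp4/HepVp9-like cells, and of 14 only the absence of a low-count filter did for HepVp6-like cells (61). Of the paper's genes in HepVp1, 272 had the paper's sign here and 46 the other, and the alternatives called few of them: 13 without mock treated shrimp 1, 6 with the replicate block, 2 with DESeq2, 1 without the low-count filter and 1 with barcodes over 2 times the background depth, which was chosen after seeing the values and drops 317. For HepVp2 the signs were 78 and 14, for HepVp3 134 and 36, with none of the paper's genes called under any alternative. For HepVp4 they were 69 and 88 in HepVp4/HepVp9-like cells, with 1 called by DESeq2 and 1 without the low-count filter; for HepVp6 49 and 0, with 3 called by DESeq2 and 5 without the low-count filter. The HepVp4-like cells of the resolution of 0.2, chosen after seeing the values, had 124 and 33, and edgeR called 3 of the paper's genes and drops 154, DESeq2 called 20 and drops 137; without atlas shrimp 1 or 2 edgeR called 0, without atlas shrimp 3 3, without mock treated shrimp 1 10 and without infected shrimp 1, 2 and 3 5, 20 and 17.

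Log2 fold changes of 92 genes and clusters were compared with the paper's, which are averages over cells where those here are over shrimp. Of these, 83 had the same sign, 74 were smaller in size here and 36 differed by more than the error; for those the alternatives that close the gap are named, out of 14 run (13 in HepVp6-like cells), and the others did not.

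In HepVp1-like cells, 12 genes differed. LOC113807222 was 1.82 here (the paper's 2.84), and the gap closed with the replicate block and without each of atlas shrimp 1, infected shrimp 2 and 3 and mock treated shrimp 2. LOC113822166 was 0.77 here (the paper's 1.36), and the gap closed without the low-count filter and without each of atlas shrimp 2 and infected shrimp 2. LOC113823288 was 1.13 here (the paper's 1.58), and the gap closed without the low-count filter, with the replicate block and without each of atlas shrimp 1, infected shrimp 1, 2 and 3 and mock treated shrimp 1 and 2. LOC113823550 was 1.42 here (the paper's 1.88), and the gap closed without the low-count filter, with the replicate block and without each of atlas shrimp 1, infected shrimp 2 and 3 and mock treated shrimp 1 and 2. LOC113823617 was 1.24 here (the paper's 2.07), and the gap closed without each of infected shrimp 2 and mock treated shrimp 2. LOC113825012 was 0.73 here (the paper's 1.34), and the gap closed without the low-count filter, with the replicate block and without each of infected shrimp 2 and mock treated shrimp 2. LOC113825851 was 3.32 here (the paper's 4.63), and the gap closed with the replicate block and without each of infected shrimp 2 and mock treated shrimp 1. LOC113830073 was 1.63 here (the paper's 2.26), and the gap closed without the low-count filter, with the replicate block and without each of atlas shrimp 1, infected shrimp 2 and mock treated shrimp 2. LOC138867259 was -2.08 here (the paper's -1.0), and the gap closed without each of atlas shrimp 2 and 3 and infected shrimp 1 and 2. No alternative closed the gap for Acbp1 (0.096 here, the paper's 1.08), LOC113811731 (0.065 here, the paper's 0.779) and LOC113827868 (0.21 here, the paper's 1.84).

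In HepVp2-like and HepVp3-like cells, 1 and 6 genes differed. LOC113811900 was 0.83 here (the paper's 1.39), and the gap closed with the replicate block and without each of infected shrimp 1 and 2 and mock treated shrimp 1 and 2. LOC113822862 was 0.33 here (the paper's 0.935), and the gap closed without each of atlas shrimp 3, infected shrimp 1 and 3 and mock treated shrimp 1 and 2. LOC138867259 was -1.32 here (the paper's -0.544), and the gap closed without each of atlas shrimp 3, infected shrimp 1 and 2 and mock treated shrimp 1 and 2. Rab5 was 0.082 here (the paper's 0.603), and the gap closed without each of atlas shrimp 1 and infected shrimp 2 and 3. No alternative closed the gap for LOC113801903 (0.42 here, the paper's 1.39), LOC113808348 (0.27 here, the paper's 0.908) and LOC113828458 (-0.29 here, the paper's 0.786).

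In HepVp4/HepVp9-like cells, whose UMIs are mostly those of HepVp9-like cells and not of HepVp4, 13 genes differed. Aldh-III was 0.020 here (the paper's 0.820), and the gap closed without the low-count filter and without each of infected shrimp 2 and 3 and mock treated shrimp 1 and 2. LOC113805524 was -0.79 here (the paper's 1.69), and the gap closed without atlas shrimp 1. LOC113805525 was -1.17 here (the paper's 1.52), and the gap closed without atlas shrimp 1. LOC113807222 was -0.84 here (the paper's 1.65), and the gap closed without atlas shrimp 1. LOC113815556 was -0.76 here (the paper's 0.774), and the gap closed without atlas shrimp 1. LOC113820946 was -0.25 here (the paper's 0.741), and the gap closed with the replicate block and without atlas shrimp 1. LOC113823550 was 0.43 here (the paper's 1.42), and the gap closed without infected shrimp 2. LOC113823617 was 1.77 here (the paper's 2.67), and the gap closed without the low-count filter, without rRNA and mitochondrial genes and without each of atlas shrimp 1, infected shrimp 1 and 2 and mock treated shrimp 1. LOC113825012 was -0.12 here (the paper's 0.850), and the gap closed without the low-count filter and without each of atlas shrimp 1 and infected shrimp 2. LOC113830073 was 1.90 here (the paper's 3.17), and the gap closed without the low-count filter and without infected shrimp 2. LOC138867259 was -1.92 here (the paper's -0.629), and the gap closed without each of atlas shrimp 2 and infected shrimp 1 and 2. No alternative closed the gap for LOC113810219 (-0.61 here, the paper's 1.27) and LOC113823324 (-0.58 here, the paper's 0.821). In the HepVp4-like cells of the resolution of 0.2, chosen after seeing the values, the gap closed for Aldh-III (1.08), LOC113805524 (2.00), LOC113820946 (0.45), LOC113825012 (0.71) and LOC138867259 (-1.23), while edgeR there drops 154 of the paper's 157 genes. There LOC113805525 (2.82), LOC113807222 (2.91), LOC113810219 (2.75) and LOC113815556 (2.27) had the paper's sign and exceeded its values. LOC113823550 (0.59), LOC113823617 (1.37) and LOC113830073 (1.75) stayed below them, and LOC113823324 (-0.0036) kept the other sign.

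In HepVp6-like and HepVp7-like cells, 3 genes and 1 gene differed. LOC113799918 was 1.52 here (the paper's 2.67), and the gap closed with DESeq2, with the replicate block and without each of infected shrimp 1 and 3. LOC113825012 was 0.76 here (the paper's 2.10), and the gap closed with the replicate block and without each of atlas shrimp 2 and infected shrimp 2. LOC113827868 was 0.93 here (the paper's 1.49), and the gap closed without each of atlas shrimp 1, infected shrimp 3 and mock treated shrimp 2. LOC113825012 was 0.83 here (the paper's 1.28), and the gap closed without the low-count filter, with the replicate block and without each of infected shrimp 2 and mock treated shrimp 1 and 2.

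Some statements of the paper about single genes or clusters differ from the values here. The paper finds Hep3 and Hep9 among the atlas clusters at the resolution of 0.2; here a Hep3-like cluster appeared at 0.4, or at 0.2 without doublet removal, and cluster 9 (43 barcodes) carried none of the paper's 10 leading Hep9 markers among its own 10, although its synaptic gene LOC113828644 stood at 354 CPM. The paper assigns the GABA receptor gene LOC113822866 and innexin LOC113824071 to Hep9; here LOC113822866 had no UMI in cluster 9 (a limit of 38.0 CPM) and the innexin was at 12.7 CPM there and 935 CPM in Hep5-like cells. The paper places the highest expression of 5 genes in Hep3; here, at the resolution of 0.4, LOC138860125, both hemocyanins and the Bgbp LOC113813381 were highest in Hep3-like cells, and the Bgbp LOC113810713 was higher in cluster 4 (1635 CPM against 1131 CPM); without doublet removal LOC113813381 was higher in cluster 4 as well (2984 CPM against 2846 CPM). The paper reports hemocyanin in Hep2, below its level in Hep1. Here the order is the same at the resolution of 0.2, where no Hep3-like cluster formed. But LOC113830073 in Hep2-like cells (4647 CPM) lay below the background barcodes (8985 CPM). The paper describes HepVp5 as cells mainly of atlas shrimp 2 and infected shrimp 1 with high ribosomal protein expression; here 135 of 209 HepVp5-like cells came from atlas shrimp 2 and 2 from infected shrimp 1, they were 0.0976% of infected and 0.754% of control cells, a smaller share than the paper's in both groups, and ribosomal proteins took 9.36% of their UMIs in 4 controls and 18.5% in 1 infected shrimp, against 10.7% of all cells of the 5 controls, with RpL29 and ribosomal protein S8 (LOC113828345) among their 10 leading markers. The paper reports that genes such as Eea1 (LOC113828458), Ssc5d (LOC113824628) and LOC138865451 rise in HepVp3; here they had log2 fold changes of -0.29, -0.17 and -0.095.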

Other observations

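The tests at the resolution of 0.2 were chosen after the results were seen, as were the genes named beside a count of 5 or fewer. LOC138865245, a long noncoding RNA (chromosome 20, 14432201 to 14436391), was almost absent from the atlas shrimp and present in mock treated and infected shrimp. Over all cells it was at 63.1 ± 46.9 CPM in mock treated (SD, n = 2) and 0.163 ± 0.0874 CPM in atlas shrimp (n = 3; log2 fold change 8.61, SE 0.736, adjusted p = 0.0498 from edgeR's quasi-likelihood test), the 1 gene called of 11848 (2118 at an unadjusted p under 0.05; DESeq2 855); the count was 0 without each of atlas shrimp 1, 2 and 3 and infected shrimp 1, 2 and 3, 2 without mock treated shrimp 2 and 32 without mock treated shrimp 1. It was also called in HepVp1-like (6.82, SE 0.827, adjusted p = 0.0259), HepVp2-like (8.07, SE 0.901, adjusted p = 0.0307), HepVp3-like (7.39, SE 1.01, adjusted p = 0.0210) and HepVp4/HepVp9-like cells (6.81, SE 1.07, adjusted p = 0.0218). In HepVp6-like cells, the hemocytes, slow border cells (slbo), a transcription factor of the C/EBP family, was the 1 gene called of 1763 (155 unadjusted; DESeq2 23), at 4248 ± 2526 CPM in mock treated and 229.9 ± 94.2 CPM in atlas shrimp (4.10, SE 0.462, adjusted p = 0.0135); the count was 0 without each of atlas shrimp 1 and 3, infected shrimp 2 and 3 and mock treated shrimp 1 and 2 without each of infected shrimp 1 and mock treated shrimp 2. In HepVp8-like cells the 5 genes called of 1639 (189 unadjusted; DESeq2 23) were LOC113809818 (5.65), LOC113810970 (5.53), E23 (5.38) and the noncoding RNAs LOC113810173 (5.22) and LOC113818748 (4.68), all higher in mock treated shrimp; the count was 0 without each of atlas shrimp 1, 2 and 3, infected shrimp 2 and mock treated shrimp 1 and 2.

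In HepVp7-like cells edgeR called 221 of 5921 genes between mock treated and atlas shrimp (164 higher and 57 lower in mock treated shrimp; 1346 at an unadjusted p under 0.05; DESeq2 338). LOC138862693 was at 64.3 ± 33.3 CPM in mock treated (SD, n = 2) and 0.530 ± 0.919 CPM in atlas shrimp (n = 3; 7.38, SE 0.862, adjusted p = 0.00331), LOC113827912 had 6.00, SE 0.803, adjusted p = 0.00610 and LOC113813557 5.65, SE 1.19, adjusted p = 0.0347. LOC113824041 was lower (-4.02, SE 0.937, adjusted p = 0.0428), and LOC113827931 and LOC113814983 were at 20.0 and 14.0 CPM in atlas shrimp and listed at 0 in both mock treated shrimp. The count was 23 without mock treated shrimp 2, 38 without mock treated shrimp 1, 102 without infected shrimp 1, 104 without atlas shrimp 3, 112 without infected shrimp 3 and 122 without infected shrimp 2. In HepVp3-like cells edgeR called 54 of 8437 genes (1226 unadjusted; DESeq2 288), with LOC113811511 higher (6.09, SE 0.951, adjusted p = 0.0285), LOC138863796 lower (-3.46, SE 0.622, adjusted p = 0.0470) and LOC138861843 listed at 0 in the atlas shrimp and at 4.35 ± 1.02 CPM in mock treated shrimp; the count was 0 without each of atlas shrimp 1 and 3, 2 without mock treated shrimp 2, 17 without infected shrimp 2, 26 without infected shrimp 3, 27 without infected shrimp 1 and 140 without atlas shrimp 2. HepVp1-like cells had 6 calls (1188 unadjusted; DESeq2 345), among them LOC113830551 (5.10, SE 0.617, adjusted p = 0.0259) and LOC113811511 (4.68, SE 0.528, adjusted p = 0.0259), and the count was 0 without each of atlas shrimp 2 and 3 and infected shrimp 1, 2 and 3, 1 without mock treated shrimp 2, 37 without mock treated shrimp 1 and 206 without atlas shrimp 1. HepVp4/HepVp9-like cells had 4 (499 unadjusted; DESeq2 32), with LOC113800436 (5.77), LOC138862693 (5.50) and LOC113808550 (5.33) beside LOC138865245, and the count was 0 without each of atlas shrimp 1, 2 and 3, 9 without infected shrimp 2, 14 without mock treated shrimp 1 and 30 without mock treated shrimp 2. HepVp2-like cells had 1 (1402 unadjusted; DESeq2 211; 0 without each of atlas shrimp 2 and 3 and infected shrimp 2, 2 without atlas shrimp 1, 3 without infected shrimp 1, 9 without mock treated shrimp 2, 15 without infected shrimp 3 and 322 without mock treated shrimp 1), cluster 8 had 1, LOC113810173 (96 unadjusted; DESeq2 13; 0 without each of infected shrimp 3 and mock treated shrimp 1 and 2, 2 without infected shrimp 1, 10 without atlas shrimp 1 and 76 without atlas shrimp 3), and cluster 2 had 0 (887 unadjusted; DESeq2 183; 15 without mock treated shrimp 2 and 25 without mock treated shrimp 1). As lists, the immediate early factors were higher in mock treated shrimp in HepVp8-like cells (3 of 3 positive, median log2 fold change 1.34, fry adjusted p = 0.00488, adjusted p = 0.350 with an estimated correlation). So was the glycolysis list in HepVp7-like cells (3 of 3, median 1.62, fry adjusted p = 0.0459, 0.440 with an estimated correlation). That list also contains enolase-phosphatase E1, which is not an enzyme of glycolysis.

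Within the infection batch, edgeR called 0 genes between infected and mock treated shrimp in each of the 9 clusters and over all cells; the counts at an unadjusted p under 0.05 were HepVp1-like 346 (DESeq2 0); HepVp2-like 242 (DESeq2 5, edgeR 1 without atlas shrimp 1, 5 without mock treated shrimp 2 and 7 without mock treated shrimp 1); HepVp3-like 161 (DESeq2 3, edgeR 1 without atlas shrimp 1 and 2 without mock treated shrimp 1); HepVp4/HepVp9-like 191 (DESeq2 2, edgeR 1 without each of atlas shrimp 1, infected shrimp 1 and mock treated shrimp 1 and 26 without mock treated shrimp 2); HepVp6-like 52 (DESeq2 0); HepVp7-like 299 (DESeq2 0, edgeR 3 without mock treated shrimp 1); HepVp8-like 124 (DESeq2 6, edgeR 1 without each of infected shrimp 1 and mock treated shrimp 2); cluster 2 382 (DESeq2 14, edgeR 43 without mock treated shrimp 2); cluster 8 11 (DESeq2 0); all cells 335 (DESeq2 15, edgeR 3 without mock treated shrimp 1). In HepVp2-like cells the 5 genes that DESeq2 called were lactate dehydrogenase Ldh (log2 fold change -4.50), LOC113806627 (-4.60), LOC113813385 (4.81), LOC113815443 (5.43) and LOC113814567; in HepVp3-like cells they were LOC113803707 (-4.02), LOC113816149 (-2.83) and LOC113814567, and in HepVp4/HepVp9-like cells LOC113807145 (6.68) and LOC113807240 (-5.49). These counts say little, since on data simulated without any change DESeq2 called 8, 22 and 4 genes in these 3 clusters and 50 over all cells. Where the mock treated shrimp 1 or 2 was left out, the other was assumed to vary like the other groups. Of the HepVp4-like cells at the resolution of 0.2, mock treated shrimp 2 had fewer than 10, so no genes are named against mock treated shrimp there. In the HepVp9-like cells of that resolution edgeR called 0 (217 unadjusted) and DESeq2 LOC113807145 (7.17) and LOC113807240 (-5.43). As a list, the acyl-CoA and lipid transport genes were higher in HepVp8-like cells of infected than of mock treated shrimp (4 of 4 positive, median log2 fold change 1.68, fry adjusted p = 0.00562, adjusted p = 0.0778 with an estimated correlation).

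Cluster 2 and cluster 8 carried too few of the paper's markers to be named after one of its clusters. Cluster 2 had NFAT and cnc among its 10 leading genes and held 11.5 ± 1.10% of the cells of infected (SD, n = 3) and 14.6 ± 3.38% of those of control shrimp (n = 5; exact permutation p = 0.179); between them edgeR called 0 of 7552 genes (568 at an unadjusted p under 0.05; DESeq2 60; edgeR 1 without infected shrimp 3 and 6 without mock treated shrimp 2). Cluster 8 held 0.932 ± 0.962% and 2.52 ± 3.01% (exact permutation p = 0.446), and edgeR called 0 of 612 genes (25 unadjusted; DESeq2 0).

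Over all cells of infected against control shrimp none of the lists not described above changed by fry. Hemocyte genes (1 of 8 positive, median -3.92, fry adjusted p = 0.743) and antimicrobial and melanization genes (2 of 5 positive, median -3.15, fry adjusted p = 0.752), 3 of them in both lists, had the most negative medians. Hemocytes had a smaller mean share in infected than in control shrimp, so these medians do not measure expression within hemocytes. Within HepVp6-like cells the median of the hemocyte list was less negative. Lectins and other pattern recognition (12 of 15 positive, median 0.51, fry adjusted p = 0.743), digestive enzymes (19 of 29 positive, median 0.34, fry adjusted p = 0.743) and chitin-binding genes (7 of 8 positive, median 0.68, fry adjusted p = 0.743), 5 of them in another list, were mostly positive. Acyl-CoA and lipid transport (4 of 5 positive, median 0.77, fry adjusted p = 0.248) and antioxidant genes (5 of 6 positive, median 0.65, fry adjusted p = 0.248) were positive as well. The V-type proton ATPase (1 of 10 positive, median -0.20, fry adjusted p = 0.743), endocytosis and the lysosome (3 of 17 positive, median -0.29, fry adjusted p = 0.789), heat shock proteins and chaperones (3 of 7 positive, median -0.034, fry adjusted p = 0.791), immediate early factors (1 of 3 positive, median -0.41, fry adjusted p = 0.782) and muscle (4 of 10 positive, median -0.068, fry adjusted p = 0.782) were mostly negative. In the copy of its list used here, which stops within HepVp7, the study gave at least 8 of 10 proton ATPase, 6 of 7 heat shock, 2 of 5 antimicrobial, 4 of 10 muscle and 0 of 8 hemocyte genes as changed in these samples.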
